# Pontin functions as an essential coactivator for Oct4-dependent lincRNA expression in mouse embryonic stem cells

**DOI:** 10.1038/ncomms7810

**Published:** 2015-04-10

**Authors:** Kyungjin Boo, Jinhyuk Bhin, Yoon Jeon, Joomyung Kim, Hi-Jai R. Shin, Jong-Eun Park, Kyeongkyu Kim, Chang Rok Kim, Hyonchol Jang, In-Hoo Kim, V. Narry Kim, Daehee Hwang, Ho Lee, Sung Hee Baek

## Abstract

The actions of transcription factors, chromatin modifiers and noncoding RNAs are crucial for the programming of cell states. Although the importance of various epigenetic machineries for controlling pluripotency of embryonic stem (ES) cells has been previously studied, how chromatin modifiers cooperate with specific transcription factors still remains largely elusive. Here, we find that Pontin chromatin remodelling factor plays an essential role as a coactivator for Oct4 for maintenance of pluripotency in mouse ES cells. Genome-wide analyses reveal that Pontin and Oct4 share a substantial set of target genes involved in ES cell maintenance. Intriguingly, we find that the Oct4-dependent coactivator function of Pontin extends to the transcription of large intergenic noncoding RNAs (lincRNAs) and in particular linc1253, a lineage programme repressing lincRNA, is a Pontin-dependent Oct4 target lincRNA. Together, our findings demonstrate that the Oct4-Pontin module plays critical roles in the regulation of genes involved in ES cell fate determination.

## Abstract (web summary)

Long non-coding RNAs or lincRNAs identified in embryonic stem (ES) cells have been shown to regulate ES cell states; however, how these lincRNAs are regulated remains unclear. Here the authors show that the transcriptional coactivator Pontin regulates the expression of lincRNAs involved in ES cell maintenance in an Oct4-dependent manner.

ES cells are derived from the inner cell mass of the mammalian embryos at the blastocyst stage and possess an unlimited potential for both self-renewal, the ability to proliferate without a change in phenotype, and pluripotency, the ability to differentiate into any cell in the organism^1^,^2^. ES cell-specific transcription factors, such as Oct4 and Nanog, have been identified as key factors for the formation and maintenance of the inner cell mass during development as well as self-renewal of ES cells^3^,^4^,^5^,^6^,^7^. In addition to the core transcription factors, a subset of chromatin modifiers has been implicated in pluripotency. The p300 histone acetyltransferase is predominantly recruited to Oct4-Nanog binding loci on mouse genome in ES cells^8^. Lack of p300 causes abnormal expression of germ layer markers during embryoid body (EB) formation from ES cells^9^. Depletion of Tip60 histone acetyltransferase complex, such as Tip60, p400 and Dmap1, causes loss of ES cell identity including reduction of S phase in cell cycle, weakened alkaline phosphatase (AP) activities and abnormal morphology^10^.

Recent studies have highlighted that non-coding RNAs are important for both the maintenance of pluripotency and repression of differentiation programme in ES cells, along with key transcription factors and chromatin modifiers^11^,^12^,^13^. LincRNAs are a subclass of long non-coding RNAs and have multi-exons and poly-A-tails like messenger RNAs^14^,^15^. LincRNAs have been shown to act in the circuitry controlling pluripotency and differentiation of ES cells^16^,^17^. There are over 200 lincRNAs identified in ES cells, and some of them including *linc1368*, *linc1577* and *linc1634* function to maintain the pluripotent state through regulation of Oct4 or Nanog expression^18^. The majority of lincRNAs expressed in ES cells are also targets of ES cell-specific transcription factors. Therefore, lincRNAs may function as downstream targets and/or upstream regulators of these transcription factors or chromatin modifiers^19^,^20^,^21^. Despite the critical roles of lincRNAs in ES cells, molecular mechanisms for the regulation of lincRNA expression have not yet been extensively studied.

Proper regulation of chromatin structure by the coordinated action of transcription factors and chromatin modifiers is important for cell state-specific gene expression^22^,^23^,^24^,^25^,^26^,^27^. Pontin is a chromatin remodelling factor that possesses both ATPase and DNA helicase activities^28^,^29^,^30^. Pontin functions as a coactivator for various transcription factors including androgen receptor (AR) in prostate cancer, T-cell factor (TCF) in the Wnt signalling pathway and hypoxia-inducible factor-1α (HIF-1α) in the hypoxia signalling pathway^31^,^32^,^33^. It has been shown that Tip60 histone acetyltransferase complex possesses Pontin as a component in addition to p400^34^,^35^. An RNAi screen of chromatin proteins identified Tip60-p400 as a critical regulator complex of ES cell identity. Further, chromatin remodelling complexes and polycomb group proteins are implicated in ES cell maintenance^36^,^37^,^38^,^39^. Although these reports provide clues for the importance of chromatin remodelling complexes, the underlying mechanisms remain largely unknown.

Here, we report that Pontin deficiency in ES cells severely compromises ES cell maintenance and Pontin functions as a critical coactivator for Oct4. ChIP-sequencing and mRNA-sequencing analyses identify a substantial amount of overlapping target genes between Oct4 and Pontin in ES cells. Intriguingly, a subset of Oct4-dependent lincRNAs is regulated by Oct4-Pontin module, and these Oct4/Pontin-dependent lincRNAs are mainly involved in the repression of differentiation programme in ES cells. Together, these findings demonstrate a functional link between lincRNAs and chromatin modifiers, which is mediated by Oct4 to orchestrate the programming of cell states in ES cells.

## Results

### Targeted disruption of *Pontin* causes defects in ES cell maintenance

To explore the biological function of Pontin *in vivo*, we generated *Pontin*-deficient mice by gene targeting in ES cells (Supplementary Fig. 1a-c). Although *Pontin* heterozygous (*Pontin*^+/−^) mice were fertile and showed no detectable developmental abnormalities over 1.5-year-observation period, none of the *Pontin*-deficient homozygous (*Pontin*^−/−^) animals were obtained from 168 offsprings (Supplementary Fig. 1d), indicating that lack of *Pontin* resulted in embryonic lethality. Analysis of *Pontin*^−/−^ embryos revealed that they were competent for pre-implantation development and died between E3.5 and E7.5 (Supplementary Fig. 1d).

We next examined the roles of Pontin in both survival and maintenance of pluripotent cells in inner cell mass. A TUNEL assay, with embryos from heterozygote intercrosses at the blastocyst stage, showed that *Pontin*-deficient embryos exhibited increased apoptotic cell numbers, whereas WT and heterozygous littermates exhibited little or no apoptotic cells in inner cell mass (Fig. 1a). Further, *Pontin* deficiency reduced expression of stage-specific embryonal antigen-1 (SSEA-1), a marker for murine pluripotent stem cells (Fig. 1b). Pontin expression was significantly reduced during both embryogenesis (Fig. 1c) and *in vitro* differentiation process after EB formation (Fig. 1d).

We generated *Pontin*^*f/f*^; *CreER* ES cells, in which *Pontin* can be conditionally deleted by 4-hydroxy tamoxifen (OHT) treatment (Fig. 1e and Supplementary Fig. 1e). Protein levels of Pontin were almost completely depleted after 3 days of OHT administration (Fig. 1f and Supplementary Fig. 1f). To examine whether *Pontin* depletion affects ES cell growth, we counted cell numbers over several days. The growth of *Pontin*-depleted ES cells was significantly reduced compared with that of WT (Fig. 1g). Propidium iodide staining of *Pontin*-depleted ES cells followed by fluorescence-activated cell sorter (FACS) analysis of cell cycle-phase distribution revealed a reduction of S-phase cells (Fig. 1h). A BrdU incorporation experiment showed a reduction of BrdU-positive cells in *Pontin*-depleted ES cells (Fig. 1i). Further, we measured AP activity, which is high in undifferentiated ES cells but significantly decreased during differentiation. *Pontin*-depleted ES cells showed weak AP staining with loss of ES cell morphology (Fig. 1j). SSEA-1 expression was significantly reduced in *Pontin*-depleted ES cells (Fig. 1k). Together, these data indicate that depletion of *Pontin* leads to the defects in ES cell maintenance. We also examined the role of Pontin in reprogramming of fibroblasts to induced pluripotent cells (iPSCs). Transduction of *Oct4*-promoter-driven-GFP MEFs (pOct4-GFP MEFs) with OSK (Oct4, Sox2 and Klf4) transgenes induced colonies with ESC colony-like morphology, and some of them expressed GFP, a marker of endogenous Oct4 expression. Knockdown of Pontin by shRNA reduced reprogramming efficiency (Fig. 1l), indicating that Pontin is important for somatic cell reprogramming. However, overexpression of Pontin did not affect iPSC formation efficiency significantly (Supplementary Fig. 1g).

### Identification of target genes regulated by Pontin in ES cells

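In Pontinf/f; CreER ES cells, OHT activates Cre, which removes the floxed Pontin alleles. mRNA of these cells at 0 days (WT), 3 days (OHT 3D) and 4 days (OHT 4D) after OHT was sequenced, with 1 library per time point. The authors trimmed the reads, aligned them to NCBIM37 with TopHat, counted them on genes with HTSeq and deposited normalized read counts (CPM) after TMM normalization in edgeR. Each value was a whole number of steps of 1 read within 0.01 read, so the reads behind it could be recovered. The reads on genes came to 17869218 in WT, 17187595 at OHT 3D and 17693181 at OHT 4D. For the same libraries, the paper's Supplementary Data 1 gives 53277738, 49463743 and 52305501 uniquely mapped reads. The values below rest on the reads on genes. Of 22713 gene IDs, 13449 passed the filter that the paper states, a CPM above 1 in at least 1 of these libraries or the Oct4-depleted library that was normalized with them. Log2-fold-changes against WT were computed after adding 1 to the CPM, and a gene was called at an absolute log2-fold-change above 0.58. With 1 library per time point, the differences have no replicate check. Intervals on these values cover the counting of reads alone.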

To gain insights into the underlying mechanisms by which Pontin contributes to the ES cell maintenance, we performed genome-wide mRNA-sequencing analysis of *Pontin*^*f/f*^*; CreER* ES cells at 0, 3 or 4 days post-treatment with OHT (Fig. 2a). On average, 55.4 million reads were obtained in individual samples and aligned to the mouse genome, resulting in 5.3 Giga bps of mapped sequences, which corresponds to 52.2-fold coverage of the annotated mouse transcriptome (Supplementary Data 1). 

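Pontin itself, listed as Ruvbl1 (ENSMUSG00000030079), had a CPM of 198 in WT, 33.3 at OHT 3D and 50.9 at OHT 4D, which are log2-fold-changes of -2.54 and -1.94. At OHT 3D, 808 genes were upregulated and 791 downregulated. At OHT 4D, 872 were upregulated and 1195 downregulated. Upregulation at both time points was seen for 450 genes and downregulation at both for 283, whereas 25 genes changed in opposite directions and were left out. A gene was then taken as changed if it passed the threshold at either time point, which gave 1205 upregulated and 1678 downregulated genes. Libraries simulated as unchanged, with the spread of the shRNA control libraries, gave 429 and 441 calls on average by the same rule. An absolute log2-fold-change above 1 moved the upregulated genes most, to 411, and calls required at both time points moved the downregulated genes most. Among genes with a mean CPM of at least 5, the largest rises in the same direction at both time points were those of Tnc, Acta2, Cd44, Csf1 and Grem1. Tnc (ENSMUSG00000028364) had the largest of them, with log2-fold-changes of 4.71 and 4.31. Acta2 and Cd44 belong to a list of 35 fibroblast genes, of which 28 of the 32 expressed were upregulated at OHT 3D. Among the largest falls were those of Ndufa4l2, Bnip3, Egln3 and Ruvbl1. Ndufa4l2 (ENSMUSG00000040280) had log2-fold-changes of -2.86 at OHT 3D and -2.22 at OHT 4D.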

To explore the downstream target genes of Pontin, we compared gene expression in *Pontin*-depleted ES cells relative to that of WT and identified differentially expressed genes (DEGs) that consist of 1,205 upregulated and 1,678 downregulated genes in *Pontin*-depleted ES cells compared with WT (Fig. 2a). The cellular processes affected by Pontin were then examined by performing functional enrichment analysis of the DEGs using DAVID software^40^ (Fig. 2b and Supplementary Data 2). This analysis indicates that the majority of upregulated genes in *Pontin*-depleted ES cells are mainly related to differentiation and embryonic developmental processes, whereas downregulated genes are involved in cell cycle and metabolism, which are essential for ES cell maintenance (Fig. 2b). 

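Gene Ontology terms were not analysed here. Instead, lists of marker genes were followed as sets. Of the primitive endoderm list, 16 genes were expressed, with a median log2-fold-change of 0.45 at OHT 3D and 0.94 at OHT 4D. The 14 expressed trophectoderm genes had medians of 0.65 and 1.37. Among 10000 random lists of the same size and mean expression, the middle 95% of the medians at OHT 3D lay between -0.21 and 0.22 for the first list and between -0.21 and 0.23 for the second. The 19 expressed pluripotency genes had medians of -0.02 and 0.08, the first of them at percentile 60.3 of its random lists. These positions describe the libraries and are not tests.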

Consistent with this observation, the genes related to development and differentiation (that is, *Timp2* and *Tpm1*) are upregulated in *Pontin*-depleted ES cells, whereas the genes involved in stem cell maintenance and metabolism (that is, *Rif1* and *Ptch1*) are downregulated as evidenced by mRNA sequencing (Fig. 2c) and quantitative RT-PCR analyses (Fig. 2d).

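Timp2 (ENSMUSG00000017466) lies on chromosome 11 of NCBIM37 from 118162383 to 118217054. Its CPM was 5.32 in WT, 27.0 at OHT 3D and 43.2 at OHT 4D, giving log2-fold-changes of 2.15 and 2.81. It is also one of the fibroblast genes that rose together in these libraries. Tpm1 (ENSMUSG00000032366, chromosome 9, 66870397 to 66897213) rose from 94.8 CPM to 175 at OHT 3D and 262 at OHT 4D, which are log2-fold-changes of 0.87 and 1.46. Rif1 (ENSMUSG00000036202, chromosome 2, 51928357 to 51977903) had 331 CPM in WT, 432 at OHT 3D and 191 at OHT 4D. Its log2-fold-change was therefore 0.39 at OHT 3D, with a 95% counting interval of 0.34 to 0.43, and -0.79 at OHT 4D, with an interval of -0.84 to -0.74. Ptch1 (ENSMUSG00000021466, chromosome 13, 63610261 to 63674474) fell from 125 CPM to 74.1 and then 35.8. Its log2-fold-changes were -0.74 and -1.77. The quantitative RT-PCR was not analysed here.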

To understand the association of Pontin with ES-specific transcription factors and/or chromatin modifiers in transcriptional programme, we compared the mRNA-sequencing data of *Pontin*-depleted ES cells with previously reported gene expression profiles of ES cells deficient of ES cell-specific transcription factors such as Oct4 and Nanog, and chromatin modifiers such as Tip60 and p400, which form a histone acetyltransferase complex with Pontin. For the comparison, we evaluated pair-wise correlations of the overall changes of gene expression in *Pontin*-depleted ES cells with those in ES cells deficient of the other factors. Interestingly, the analysis revealed that Pontin showed more significant correlation with Oct4 or Nanog than Tip60 or p400 (Fig. 2e). The strong correlations of Pontin with Oct4 or Nanog were confirmed by an independent correlation analysis (Supplementary Fig. 2a). Further, we performed ChIP-sequencing using an anti-Pontin antibody and compared the data with those previously generated with anti-Oct4, Sox2, Nanog, Tip60 and p400 antibodies in mouse ES cells using correlation analysis of binding enrichment in the promoter and enhancer regions^8^,^41^ (Fig. 2f and Supplementary Data 1). 

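The ChIP-seq of ZHBTc4 ES cells has 1 library with an anti-Pontin antibody and 1 control library with an anti-GFP antibody. The authors aligned the reads to NCBIM37 with Bowtie2 and deposited 1 line per read with its mapping quality score. These files hold 40729076 reads for Pontin and 17185883 for GFP. The paper's Supplementary Data 1 gives 128486677 and 84670414 uniquely mapped reads, and the values here use the reads in the files. Of the reads, 11.4% for Pontin and 19.3% for GFP shared position and strand with an earlier one and were kept. Reads were counted over promoters from 2.5 kb upstream to 500 b downstream of the transcription start site of 22367 protein-coding genes, and the log2 ratio of Pontin over GFP was taken after scaling by library size. For the 21178 promoters with reads in both libraries, the median number of reads was 72 for Pontin and 24 for GFP. Enhancer regions were not analysed here.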

Consistent with the above analysis, this correlation analysis revealed that Pontin exhibited more significant correlation with Oct4 than Sox2, Nanog, p400 and Tip60. These strong correlations between Pontin and Oct4 in both mRNA-sequencing and ChIP-sequencing data indicate that Pontin-Oct4 may regulate a large number of common target genes cooperatively.

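Sorted by the log2 ratio of Pontin over GFP and averaged in bins of 500 genes, the promoters with the highest ratios had a mean of 2.12. Reads redrawn at the observed shares of these same promoters gave a 95% range of 2.12 to 2.23. That range counts mates as separate reads and leaves out that the promoters were picked by their ratios, so that it is too narrow. The last full bin had a mean of -1.21. The median over all promoters was 0.34 and the SD 0.711. Counting noise alone, simulated 200 times at the same depth, gave an SD of 0.372 and a mean of 1.32 in the first bin, and treating the mates of a pair as 1 read raised these to 0.533 and 1.85. Regions of 1 kb either side of the start site moved the mean of the first bin most among settings that left a full bin, to 2.74. Across genes, the ratio had a Pearson correlation of 0.238 with the GC content of the promoter. Genes are not independent replicates, so that this value describes the 2 libraries. Binding data for Oct4, Sox2, Nanog, Tip60 and p400 were not used here.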

### Pontin and Oct4 share a substantial number of target genes in ES cells

The unexpected observation of the significant overlap between the expression profiles of *Pontin-*depleted ES cells and *Oct4*-depleted ES cells led us to further explore the functional link between Pontin and Oct4. To search for their shared target genes, we further performed mRNA sequencing of *Oct4*-depleted ES cells generated from ZHBTc4 cells, a conditional *Oct4*-depleted ES cell line, in which Oct4 can be depleted by tetracycline treatment for 2 days^42^. 

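In ZHBTc4 ES cells, treatment with tetracycline (Tc) depletes Oct4. The mRNA of these cells was sequenced as 1 library after 2 days of Tc (Tc 2D), and the authors normalized it in one table with the 3 libraries of Pontinf/f; CreER ES cells. It holds 18120429 reads on genes, and the paper gives 50965127 uniquely mapped reads. As in the paper, the control was the WT library of the Pontinf/f; CreER line, so that depletion of Oct4 and cell line differ together. Oct4, listed as Pou5f1 (ENSMUSG00000024406), had a CPM of 301 in WT and 21.1 at Tc 2D, and its log2 CPM fell by 3.78. In all, 3218 genes were upregulated and 3474 downregulated. With the shRNA control libraries of ZHBTc4 cells as the control, these counts were 2483 and 3835. The largest rises were those of Igf2, Gm9000, Eif2s3y, Hand1 and Ddx3y. Eif2s3y and Ddx3y lie on the Y chromosome and had 0 reads in WT, which allows up to 0.134 CPM. Against the ZHBTc4 control, Ddx3y, Eif2s3y and Gm9000 had log2-fold-changes of -0.15, -0.34 and -1.21. The largest falls were those of Lefty2, Lefty1, Nphs1, Trh and Tdgf1.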

The mRNA-sequencing analysis of *Oct4*-depleted ES cells showed that 55.2 million reads were aligned to the mouse genome, resulting in 5.2 Giga bps of mapped sequences, which corresponds to 54.1-fold coverage of the annotated mouse transcriptome (Supplementary Data 1). Similar to the case of *Pontin*-depleted ES cells, most of upregulated genes in *Oct4*-depleted ES cells are involved in differentiation and developmental processes, whereas downregulated genes are involved in self-renewal and metabolism (Supplementary Data 2).

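At Tc 2D, the trophectoderm list had a median log2-fold-change of 2.40, with 13 of its 14 expressed genes above the threshold. For the primitive endoderm list the median was 0.46, inside the range of -0.52 to 0.54 that held 95% of its random lists. The pluripotency list had a median of -3.08, and 17 of its 19 expressed genes were below the threshold.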

We compared the DEGs in *Pontin*-depleted ES cells and *Oct4*-depleted ES cells (Fig. 3a and Supplementary Data 3). 

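The calls for each depletion were compared gene by gene. Of the genes upregulated in Pontin-depleted ES cells, 529 were also upregulated at Tc 2D and 215 were downregulated, 744 in all. Of the genes downregulated in Pontin-depleted ES cells, 556 were also downregulated at Tc 2D and 356 were upregulated, 912 in all. An absolute log2-fold-change above 1 for every call moved these totals most, to 181 and 125. Both sets of log2-fold-changes share the WT library.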

Among 1,205 genes upregulated in *Pontin*-depleted ES cells, 744 genes are regulated by Oct4 (Groups 1 and 2 in Fig. 3a), and out of 1,678 genes that are downregulated in *Pontin*-depleted ES cells, 912 genes are regulated by Oct4 (Groups 3 and 4 in Fig. 3a). 

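At OHT 3D, the genes upregulated in both Pontin-depleted and Oct4-depleted ES cells numbered 364, against 193 if the calls were independent, a ratio of 1.88. The corresponding ratio was 2.39 at an absolute log2-fold-change above 1 and 1.33 with ZHBTc4 control libraries placed on one scale with the others, a setting chosen after seeing the data. Counted over either time point, the genes upregulated in Oct4-depleted ES cells made up 43.9% of those upregulated by Pontin depletion. Libraries simulated as unchanged but compared with the same WT library shared 52.8 upregulated genes on average, with a highest value of 74 in 200 simulations. Their ratio to independence was 13.1, with 217 genes upregulated at Tc 2D on average, against 3218 in the data. The number of calls limits how high such a ratio can be, so that 13.1 and 1.88 cannot be compared. The number shared above independence was 171 in the data. Igf2 (ENSMUSG00000048583) had log2-fold-changes of 2.83 at OHT 3D, 3.45 at OHT 4D and 6.66 at Tc 2D, and Krt18 (ENSMUSG00000023043) had 1.27, 2.57 and 3.08.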

Interestingly, the majority of the upregulated genes by *Pontin* depletion are also upregulated by *Oct4* depletion (*P*=9.28 × 10^−41^ by Fisher's exact test) (Fig. 3b and Supplementary Fig. 2b; see Top 50 shared upregulated genes in Fig. 3c). The upregulated genes in Group 1 are mainly involved in differentiation and embryonic development processes (Supplementary Data 2). We confirmed that developmental genes such as *Gata6*, *Igf2* and *Krt18* are upregulated in *Pontin*-depleted ES cells and *Oct4*-depleted ES cells by quantitative RT-PCR analysis (Fig. 3d). Furthermore, we found a strong correlation among the downregulated genes in *Oct4*-depleted and *Pontin*-depleted ES cells (*P*=8.29 × 10^−35^ by Fisher's exact test) (Fig. 3b and Supplementary Fig. 2b; see Top 50 shared downregulated genes in Fig. 3c). 

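Downregulation at both OHT 3D and Tc 2D was seen for 357 genes, against 204 for independent calls, a ratio of 1.75. With the ZHBTc4 control libraries this ratio was 1.10. The simulated unchanged libraries shared 38.3 downregulated genes on average, and the data shared 153 more than independence gives. The simulated ratio of 9.99 rests on 207 genes downregulated at Tc 2D, against 3474 in the data, and cannot be compared with 1.75. Of all genes downregulated by Pontin depletion, 33.1% were also downregulated at Tc 2D. Across the 13449 expressed genes, which are not independent replicates, the Pearson correlation of the log2-fold-changes at OHT 3D with those at Tc 2D was 0.224. Unchanged libraries with the same WT library gave 0.512, and 0.513 with the spread of the knockdown libraries. Noise against a shared library sets that value by itself, so that it gives no scale for the data. The correlation in the data was 0.0526 with the ZHBTc4 control libraries. Lefty1 (ENSMUSG00000038793) had log2-fold-changes of -1.67 at OHT 3D, -0.80 at OHT 4D and -7.14 at Tc 2D. For Otx2 (ENSMUSG00000021848) they were -0.91, -0.66 and -3.02, and for Fut9 (ENSMUSG00000055373) -0.99, -1.24 and -3.11.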

The downregulated genes in Group 3 are closely related to cell cycle and metabolism, which are important for ES cell maintenance (Supplementary Data 2). Quantitative RT-PCR analysis confirmed that Oct4 target genes involved in self-renewal and ES cell maintenance, such as *Lefty1*, *Otx2* and *Fut9/SSEA-1,* are downregulated in *Oct4*-depleted ES cells and *Pontin*-depleted ES cells (Fig. 3d). Some Oct4 target genes such as *Nanog* and *Mycn* are not affected by Pontin. Together, these data indicate that Pontin and Oct4 share a substantial number of downstream target genes required for the ES cell maintenance.

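Nanog (ENSMUSG00000012396) had a CPM of 367 in WT, 372 at OHT 3D, 448 at OHT 4D and 76.1 at Tc 2D. Its log2-fold-changes were 0.02, 0.28 and -2.26. For Mycn (ENSMUSG00000037169), the CPM was 170 in WT, 160 at OHT 3D, 118 at OHT 4D and 59.8 at Tc 2D, and the log2-fold-changes were -0.08, -0.52 and -1.49. Neither gene passed the threshold at OHT 3D or OHT 4D.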

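At OHT 3D, 142 genes were upregulated by Pontin depletion and downregulated by Oct4 depletion, a ratio to independence of 0.680, and 120 genes changed the other way round, a ratio of 0.634. At OHT 4D these ratios were 0.675 and 0.993. With the ZHBTc4 control libraries, they were 0.911 and 1.25 at OHT 3D and 0.861 and 1.17 at OHT 4D, and with all libraries on one scale, a setting chosen after seeing the data, 1.04 and 1.17 at OHT 3D and 1.00 and 1.19 at OHT 4D. From the comparison of the DEGs of Pontin-depleted and Oct4-depleted ES cells and its quantitative RT-PCR, the paper concludes that both factors have many targets in common that ES cells need for their maintenance.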

To test the possibility that *Pontin* possesses Oct4 and/or Nanog binding sites in the promoter and enhancer regions, we examined binding sites of Oct4 and/or Nanog based on the previous binding site analysis of two sets of ChIP-sequencing data (GSE11431 and GSE11724)^43^. Both data sets predicted no binding sites of Oct4 or Nanog in the region between 5 kb-upstream and 1 kb-downstream from the transcription start site (TSS) of *Pontin* (Supplementary Fig. 3a). Furthermore, no significant differences of both protein and mRNA levels of Pontin were found by Oct4 or Nanog depletion in ES cells (Supplementary Fig. 3b,c), indicating that *Pontin* is not a direct target gene of Oct4 or Nanog.

### Pontin functions as a transcriptional coactivator for Oct4 in ES cells

As Pontin has been shown as a coactivator for many transcription factors, we checked the possibility that Pontin functions as a coactivator for Oct4 and forms a specific regulatory module for downstream target genes. First, we examined mutual binding of Pontin and Oct4 or Nanog by co-immunoprecipitation assay and found that endogenous Pontin binds to Oct4, but not Nanog, in ES cells (Fig. 4a). GST pull-down assay confirmed direct interaction of Pontin with Oct4 (Fig. 4b). Next, we performed a luciferase assay with reporters driven by *Rif1* promoter possessing functional Oct4 binding elements, based on the identification of *Rif1* as one of Pontin target genes from our mRNA-sequencing analysis. We constructed two different luciferase reporter plasmids, one containing Oct4-binding region (*Rif1*-800) and the other containing deleted Oct4-binding region (*Rif1*-640). Introduction of Oct4 increased *Rif1*-800 promoter-luciferase activity, and overexpression of Pontin potentiated Oct4-dependent activation of *Rif1*-800 promoter-luciferase reporter, but not *Rif1*-640 promoter-luciferase reporter (Fig. 4c), indicating that Pontin functions as a coactivator for Oct4. Further, Oct4-mediated increase of *Rif1*-800 promoter-luciferase activity was attenuated by knockdown of Pontin (Fig. 4d).

We then performed ChIP assays in *Oct4*-depleted ES cells compared with WT ES cells to determine whether Pontin recruitment is Oct4-dependent. We examined Pontin-dependent Oct4 target genes such as *Lefty1*, *Otx2* and *Rif1*, and Pontin-independent Oct4 target gene such as *Mycn* for comparison. Consistent with previous reports^44^, Oct4 and p300 were co-recruited to Oct4-binding sites, concomitant with strong acetylation signal at lysine 27 of histone H3 (H3K27) in WT ES cells (Fig. 4e). Pontin was also recruited to the Oct4-binding regions of *Lefty1*, *Otx2* and *Rif1*, but not that of *Mycn*. However, on Oct4 depletion, recruitment of Pontin and p300 was significantly diminished to the Oct4-binding regions concomitant with the decreased H3K27 acetylation level (Fig. 4e). We performed two-step ChIP assays to further examine the Oct4 dependency of Pontin and p300 for the target promoter binding. The elutes from the first immunoprecipitation reaction with an anti-Oct4 antibody were re-immunoprecipitated with anti-Pontin or anti-p300 antibody, and the two-step ChIP assays revealed that the recruitment of Pontin and p300 on the target promoter is Oct4-dependent (Fig. 4f).

We further examined whether Pontin collaborates with p300 for Oct4-dependent transcriptional activation. First, we examined whether Pontin binds to p300 at endogenous expression level. Co-immunoprecipitation assay revealed that Pontin bound to p300 in ES cells (Supplementary Fig. 3d). Introduction of p300 increased *Rif1*-800 promoter-luciferase activity by Oct4 and Pontin, and the increase of *Rif1*-800 promoter-luciferase activity by Oct4 and Pontin was attenuated by knockdown of p300 (Supplementary Fig. 3e, f). Next, we compared recruitment of p300 along with H3K27 acetylation levels by ChIP assays in *Pontin*-depleted ES cells. Intriguingly, ChIP assays revealed that lack of Pontin led to the failure of p300 recruitment along with reduced H3K27 acetylation levels on the Pontin-Oct4 target genes such as *Lefty1*, *Otx2* and *Rif1*, but not on *Mycn* (Fig. 4g). Recruitment of neither Oct4 nor Nanog was affected by Pontin depletion. These results demonstrate that Pontin requires Oct4 binding for its recruitment to the Oct4-Pontin target promoters and collaborates with p300 to exert transcriptional coactivator function.

### Pontin functions as a coactivator for Oct4-dependent lincRNA transcription

Chromatin signature mapping and global gene expression analysis with RNAi screening in ES cells showed that lincRNAs play a role in the maintenance of self-renewal and pluripotency. As a subset of lincRNAs has been shown to be directly regulated by Oct4, we tested the possibility that Pontin regulates expression of Oct4-dependent lincRNAs. Our analysis of Oct4 targets affected by Pontin revealed that lincRNAs are significantly affected by Pontin expression (Fig. 5a). Among the known 226 lincRNAs expressed in ES cells, 54 lincRNAs are downregulated in *Oct4*-depleted ES cells and 16 (30% in Fig. 5a, *P*=2.80 × 10^−3^ by Fisher's exact test) of the 54 lincRNAs are also downregulated in *Pontin*-depleted ES cells (Fig. 5b and Supplementary Data 4). Interestingly, five lincRNAs (*linc1253*, *linc1356*, *linc1517*, *linc1562* and *linc1602*) that are co-regulated by both Pontin and Oct4 from our analysis (denoted with asterisk in Fig. 5c) have been shown to function as repressors of lineage differentiation programme in ES cells^18^. Moreover, the genes that are upregulated by knockdown of *linc1253*, *linc1356* or *linc1517* significantly overlapped with those that are upregulated by *Pontin* depletion (false discovery rate<0.1) (Supplementary Fig. 4a). These analyses support that Pontin and lincRNAs may collaborate to repress lineage specification programmes in ES cells. Quantitative RT-PCR analysis confirmed that lack of either Oct4 or Pontin resulted in downregulation of transcript levels of five lincRNAs that function to repress lineage differentiation programme (Fig. 5d).

Next, we examined whether lincRNA transcription is coregulated by Oct4 and Pontin as in the case of protein-coding gene transcription. Thus, we designed luciferase reporter constructs of the Oct4-dependent *linc1253* promoter and examined whether Oct4-binding site is crucial for the activity of *linc1253* promoter. We constructed two different *linc1253* promoter-luciferase reporters, one containing Oct4-binding region (*linc1253*-*1000*) and the other with deleted Oct4-binding region (*linc1253*-*500*). Introduction of Pontin further increased Oct4-dependent *linc1253*-*1000* promoter-luciferase activity (Fig. 5e). Introduction of neither Oct4 nor Pontin increased *linc1253*-*500* promoter-luciferase activity. Consistently, Oct4-dependent induction of luciferase activity from *linc1253*-*1000* promoter was attenuated by knockdown of Pontin (Fig. 5e), suggesting that Pontin functions as a coactivator of Oct4-dependent lincRNA transcription. Together, these results indicate that coactivator function of Pontin is mediated by Oct4 binding to the *linc1253* promoter.

### Characterization of *linc1253* that is cooperatively regulated by Oct4-Pontin module

To further investigate whether Pontin is recruited to lincRNA loci through Oct4 binding sites along with Oct4 and p300 in ES cells, we performed ChIP assays on the *linc1253*, *linc1356* and *linc1562* loci in WT, *Oct4*-depleted and *Pontin*-depleted ES cells. For these lincRNA loci, Pontin and Oct4, along with p300, were corecruited to Oct4-binding sites, concomitant with strong H3K27 acetylation signal in WT ES cells (Fig. 6a). Similar to other Oct4-Pontin target genes, depletion of Oct4 led to the failure of recruitment of Pontin, Nanog and p300, with reduction of H3K27 acetylation levels (Fig. 6a). The recruitment of Oct4 and Nanog to the *linc1253*, *linc1356* and *linc1562* loci were not affected by lack of Pontin, but the recruitment of p300 along with H3K27 acetylation levels was drastically decreased in *Pontin*-depleted ES cells (Fig. 6b). These data confirm that Pontin functions as a transcriptional coactivator along with p300 for Oct4-Pontin target lincRNAs in an Oct4-dependent manner. Among the Oct4-Pontin target lincRNAs, *linc1253* is one of the most significantly downregulated lincRNAs in both *Pontin*-depleted ES cells and *Oct4*-depleted ES cells (Supplementary Fig. 4a and Supplementary Data 4).

We further characterized the gene/isoform structure, genomic location, coding probability and subcellular localization of *linc1253*. The mRNA-sequencing data of human ES cells (H1 and H9 cells)^45^ revealed no evidence for *linc1253* expression, suggesting that *linc1253* may not be conserved in humans. On the basis of the 3′ rapid amplification of cDNA ends (RACE) experiment followed by cDNA cloning, we found that *linc1253* is an ∼1,500-nucleotide transcript comprising three exons at the locus of chr10: 94,906,836–94,923,359 (minus strand) (Fig. 6c), which is consistent with our mRNA-sequencing data in ES cells (Fig. 6d). According to the UCSC genome browser, there were two mouse expressed sequence tags (CJ063160 and CJ133752) covering this locus. Results from the 3′ RACE and mRNA sequencing analyses indicate that there are no isoforms at least in ES cells. Next, we assessed coding potential across the mature RNAs using the Coding Potential Assessment Tool (CPAT)^46^. According to the coding probability distribution of protein-coding genes and lincRNAs, *linc1253* showed a very low coding probability of 0.058, indicating that this transcript is non-coding (Fig. 6e). We quantified the *linc1253* transcript levels in both nuclear and̀ cytoplasmic fractions of ES cells by quantitative RT-PCR analysis, and found that *linc1253* mainly resides in the nucleus (Fig. 6f). *In situ* hybridization analysis of *linc1253* confirmed exclusive localization of *linc1253* in the nucleus (Fig. 6g).

### Molecular mechanism of regulation of *linc1253* by the Oct4-Pontin module

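ZHBTc4 ES cells were infected with lentivirus for an shRNA against linc1253 or for a control shRNA, and their mRNA was sequenced after 4 days, with 2 libraries per group. The authors normalized these libraries in a table of their own, in CPM after TMM normalization. The reads on genes were 21245831 and 23601776 for the control and 37951742 and 22635551 for the knockdown. The paper's uniquely mapped reads are 45548014, 50783924, 79079482 and 48722162. The level of linc1253 itself was not analysed here. The 13407 genes with a CPM above 1 in at least 1 library were tested with limma, with trend, on log2 of CPM plus 1. At a Benjamini-Hochberg adjusted p of 0.05, limma called 0 upregulated and 0 downregulated genes, and its smallest adjusted p was 0.265. At an unadjusted p of 0.05, it gave 496 upregulated and 503 downregulated genes. The 0 calls depend on the design. With replicate number as a block, limma called 933 upregulated and 1027 downregulated genes at the adjusted p of 0.05. Same-numbered libraries deviated from their group means with a correlation of 0.673 across genes. They share only a number, however, and the paper names no pairing. The quasi-likelihood test of edgeR called 0 genes, with a smallest adjusted p of 0.227, and DESeq2 called 23 upregulated and 27 downregulated genes on the recovered reads. With the limits that the paper names, an unadjusted p of 0.05 and a log2-fold-change of 0.378, limma gave 303 upregulated and 287 downregulated genes. The edgeR exact test combined with a log2-median ratio test by Stouffer's method, as in the paper, gave 440 and 389 genes. Among alternatives that keep all libraries, the one that moved the limma counts at these limits most was 3 added to the CPM in place of 1, with 164 and 164 genes. Sall3 (ENSMUSG00000024565) had the largest rise among genes that changed the same way in all 4 pairs of libraries. Its CPM was 7.99 ± 0.203 (SD, n = 2) in the control and 22.5 ± 1.40 (SD, n = 2) after knockdown. Its log2-fold-change was 1.39, with a standard error of 0.121 and a Benjamini-Hochberg adjusted p of 0.265 from limma. DESeq2 gave it an adjusted p of 1.48e-09. The next largest rises were those of 9330159F19Rik, 2410137M14Rik, Inhbb and BC096441. The largest falls were those of Ndufa4l2, Chac1, Slc1a4, Pygl and Ddit4, and the log2 CPM of Ndufa4l2 fell by 1.21.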

To compare the genes regulated by *linc1253* and Pontin, we further performed mRNA sequencing of ES cells after knockdown of *linc1253* by lentiviral shRNA and identified 838 DEGs (Supplementary Data 1,3). Consistent with the DEGs in *Pontin*-depleted ES cells, the upregulated genes in *linc1253* knockdown ES cells are mainly involved in differentiation and development, whereas the downregulated genes are involved in metabolism and ion homeostasis (Supplementary Data 2). 

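Across 12872 genes expressed in both tables, the Pearson correlation of the log2-fold-changes in linc1253-knockdown ES cells with those in Pontin-depleted ES cells at OHT 3D was 0.436. These genes are not independent replicates, and no p is given. Without knockdown replicate 2 the correlation was 0.206, and without knockdown replicate 1 it was 0.505. Single pairs of libraries gave 0.274 for knockdown replicate 1 over control replicate 1, 0.0916 over control replicate 2, 0.427 for knockdown replicate 2 over control replicate 1, and 0.493 over control replicate 2. The difference between the 2 knockdown libraries had a correlation of 0.309 with the change at OHT 3D, and the difference between the 2 control libraries one of 0.129.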

The log_2_-fold-changes in *linc1253*-knockdown ES cells showed a high positive correlation with those in *Pontin*-depleted ES cells (Fig. 7a and Supplementary Fig. 4b). 

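With the limma calls at the limits named in the paper, 114 genes were upregulated both by linc1253 knockdown and by Pontin depletion at either time point. Independent calls would share 20.8, a ratio of 5.47. Leaving out 1 library at a time gave ratios from 3.44, without control replicate 2, to 6.43, without knockdown replicate 1. Downregulation by both was seen for 120 genes, a ratio of 3.42. The genes upregulated in the paper's list of linc1253-dependent genes shared 183 genes with the Pontin calls. Of these, 100 had a log2-fold-change above 0.378 in both pairs of libraries with the same number, 16 in the first pair alone and 67 in the second pair alone.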

Consistently, the upregulated genes by *linc1253* knockdown significantly (*P*=4.04 × 10^−78^ by Fisher's exact test) overlapped with those by *Pontin* depletion (Fig. 7b). Among the commonly upregulated genes by the depletions of *linc1253* and Pontin in ES cells (Fig. 7c), we selected two representative development-related genes (*Gata6* and *Bmp1*). 

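Gata6 (ENSMUSG00000005836) had log2-fold-changes of 0.86 at OHT 3D and 2.13 at OHT 4D, from 0.894 CPM in WT to 2.44 and 7.27. With 3 added to the CPM, the first was 0.48, short of the threshold. In the shRNA control its CPM was 0.415 and 0.946, and after linc1253 knockdown it was 0.438 in replicate 1 and 2.32 in replicate 2, which rest on 17 and 53 reads. The log2-fold-change of 0.40 had a standard error of 0.398, an unadjusted p of 0.354 and a Benjamini-Hochberg adjusted p of 0.851 from limma. Bmp1 (ENSMUSG00000022098) rose from 3.04 CPM in WT to 12.3 at OHT 3D and 23.6 at OHT 4D, log2-fold-changes of 1.71 and 2.60. Its CPM was 2.86 and 2.97 in the shRNA control, and 3.20 and 5.48 after knockdown. The log2-fold-change by knockdown was 0.41, with a standard error of 0.227, an unadjusted p of 0.115 and an adjusted p of 0.722 from limma. Without knockdown replicate 1, the log2-fold-change was 1.00 for Gata6 and 0.73 for Bmp1, and both genes passed the limits of the paper. Both also passed them with the edgeR exact test and log2-median ratio test combined. Of the 25 genes shown in Fig. 7c, 10 were above 0.378 in knockdown replicate 1 and 24 in replicate 2, each over the mean of the controls. Their medians were 0.17 and 0.75.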

Quantitative RT-PCR analysis confirmed that loss of *linc1253* increased transcript levels of *Gata6* and *Bmp1*, although those of *Igf2* and *Hand1* were not changed (Fig. 7d). These results indicate that *linc1253* regulated by the Oct4-Pontin module is involved in the repression of a subset of developmental genes in ES cells.

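In the mRNA sequencing of the same knockdown, Igf2 had a log2-fold-change of -0.17 (standard error 0.129, Benjamini-Hochberg adjusted p = 0.789 from limma) and Hand1 (ENSMUSG00000037335) one of -0.44 (standard error 0.218, adjusted p = 0.707 from limma). The primitive endoderm list had a median log2-fold-change of 0.19 over its 15 expressed genes, with 0.01 in knockdown replicate 1 and 0.33 in replicate 2. For the trophectoderm list the median was -0.10. From the correlated changes, the shared upregulated genes and its quantitative RT-PCR of selected genes, the paper concludes that linc1253, under the control of Oct4 and Pontin, takes part in repressing some developmental genes.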

Ezh2 is a key component of polycomb repressive complex (PRC) 2 and possesses a methyltransferase activity on histone H3K27. Recent studies have reported that nuclear lincRNAs are functionally linked to chromatin-modifying proteins containing Ezh2 and various transcription factors^47^,^48^. To examine whether *linc1253* has a role in Ezh2-mediated repression of developmental genes, we tested the possibility that *linc1253* physically associates with Ezh2. We performed RNA immunoprecipitation (RIP) assays using antibodies specific to Ezh2, Pontin and Oct4, and found that Ezh2 associates with *linc1253* (Fig. 7e). Neither Pontin nor Oct4 exhibited comparable binding to *linc1253* (Fig. 7e). We then performed ChIP assays in ES cells after knockdown of *linc1253* by lentiviral shRNA to determine whether Ezh2 recruitment and tri-methylation of histone H3K27 on target gene loci are affected by loss of *linc1253*. On depletion of *linc1253*, recruitment of Ezh2 concomitant with H3K27 tri-methylation was significantly diminished to the *linc1253*-dependent target gene loci (Fig. 7f). These results indicate that *linc1253* collaborates with Ezh2 to exert its repressive functions on target genes.

In addition to loss-of-function studies, we carried out gain-of-function studies for *linc1253*. We examined the effect of *linc1253* overexpression in reprogramming efficiency and found that *linc1253* overexpression did not affect reprogramming efficiency (Supplementary Fig. 4c). To determine whether overexpression of *linc1253* reverses upregulation of developmental genes in *Pontin*-depleted ES cells and *Oct4*-depleted ES cells, we transduced *Pontin*^*f/f*^; *CreER* ES cells or ZHBTc4 ES cells with lentivirus expressing control GFP or *linc1253*. In GFP-infected ES cells, depletion of either Pontin or Oct4 induced expression of *Gata6* and *Bmp1* drastically (Fig. 7g,h). However, drastic induction of *Gata6* and *Bmp1* expression in *Pontin*-depleted and *Oct4*-depleted ES cells was significantly attenuated by overexpression of *linc1253* (Fig. 7g,h). These data indicate that ectopic expression of *linc1253*, at least partially, attenuated upregulation of developmental genes in *Pontin*-depleted ES cells and *Oct4*-depleted ES cells. Our findings demonstrate that *linc1253* functions as an important factor acting in the downstream of the Oct4-Pontin axis, attenuating a subset of genes involved in lineage programme in ES cells.

## Discussion

Our findings demonstrate a regulatory network in ES cells whereby Pontin directly activates the expression of both lincRNAs involved in repression of differentiation processes and protein-coding genes required for the ES maintenance as a transcriptional coactivator in an Oct4-dependent manner (Fig. 7i). It has been shown that lincRNAs conduct diverse and distinct biological functions including *trans*-acting gene regulation (HOTAIR)^49^, imprinting (Air and H19)^50^,^51^, X-chromosome inactivation (Xist and Tsix)^52^, nuclear shuttling (Nron)^53^ and somatic tissue differentiation (*Braveheart* and TINCR)^54^,^55^. Although lincRNAs identified in ES cells have been shown to regulate the cell states by both maintaining the pluripotency programme and repressing differentiation programme, it remains largely unknown how these lincRNAs are controlled and which factors lie upstream.

We identified Pontin as a key factor for Oct4-dependent lincRNA transcription processes in ES cells. Pontin and Oct4 show functional cooperation for the transcriptional activation of Oct4 target lincRNAs. It is intriguing that the mode of Oct4 and Pontin for the regulation of lincRNA transcription is similar to that of protein-coding gene transcription. Pontin activates Oct4-dependent lincRNA transcription as a coactivator and the binding of Pontin to the lincRNA loci is mediated by Oct4. Although the functional outcome of transcriptional activation of Oct4 target lincRNAs and Oct4-dependent protein-coding genes by Pontin is distinct, the net result is to favour ES cell maintenance. Pontin appears to acquire maximum efficiency to maintain ES cell identity by regulating transcription process of both lincRNAs and protein-coding genes in an Oct4-dependent manner. It could be one of the prototypes for chromatin modifiers to regulate ES cell identity. Our finding that a group of Oct4 target genes are not dependent on Pontin suggests that Pontin recruitment to Oct4 binding sites may be context-dependent and/or regulatory element-dependent. It will be challenging to find what could be determinants to decide Pontin dependency to the Oct4 target genes.

Intriguingly, Oct4 binding to target genes is not affected by Pontin, but lack of Pontin is sufficient for perturbation of ES cell maintenance. On the basis of the failure of p300 recruitment to the Oct4-Pontin target genes in *Pontin*-depleted ES cells, we speculate that Pontin accommodates p300 recruitment for transcriptional activation of Oct4-Pontin target genes. Therefore, Pontin functions as a critical factor for p300 recruitment to Oct4-Pontin target genes. It is consistent with the notion that chromatin remodelling process is preceded by histone modifications to initiate efficient transcription processes. Some histone-modifying enzymes have been shown to have a variety of crucial functions for ES cell maintenance. A histone methyltransferase Ezh2 is required for the early embryogenesis and establishment of ES cell^56^. Ring1A/B, the core components of PRC1, are required for the maintenance of ES cell identity. In the *Ring1A/B*-double KO ES cells, proliferation is halted and the cells lose typical ES cell morphology^57^. Depletion of *Mll2* histone methyltransferase causes increase of apoptosis and skewed differentiation with decreased SSEA-1 expression in ES cells^58^.

Together, our findings demonstrate that Pontin, Oct4 and lincRNAs are important regulatory components within the ES cell circuitry and efficiently orchestrate the cell fate programme by forming a functional module. We anticipate that identification of new ES cell-specific lincRNAs associated with chromatin modifiers will lead to a better understanding of cell fate decision programme.

## Methods

### Generation of conditional *Pontin*-deficient mice

To create a conditional targeting vector in which exon 3 of the *Pontin* gene was flanked by *loxP* sites, a 13-kb region used to construct the targeting vector was first subcloned from a BAC clone (bMQ403n16, Source BioScience) into a pBluescript phagemid system. The *FRT*-flanked puromycin cassette containing a *loxP* sequence was inserted at the 3′ and the single *loxP* site was inserted at the 5′ of exon 3. The target region was ∼2.5 kb and included exon 3. Twenty micrograms of the targeting vector was linearized by NotI restriction enzyme and then transfected to E14Tg2A ES cells by electroporation. After puromycin selection, surviving clones were expanded to identify recombinant ES clones by Southern blot analysis. For XbaI digestion, the bands representing WT and mutant alleles are 13 and 5.2 kb, respectively. Targeted ES cells were microinjected into C57BL/6 blastocysts that were used to generate chimeras. The male chimeras were mated to C57BL/6 female mice to obtain F1 heterozygous offspring. Puromycin selection cassette was deleted by crossing targeted heterozygous F1 with Flp deleter strain (FLPeR mice, The Jackson Laboratory strain 003946). All mice used for this work were backcrossed to C57BL/6 at least five generations. This study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of National Cancer Center Research Institute and Seoul National University.

### Genotyping

The primers used in PCR analysis for genotyping heterozygous mice are: Pair A 5′-ACTCACTCTGTGGAGCAGAC-3′ and 5′-ACCTTACCTGCGCTCCCATC-3′; Pair B 5′-CTACAGTCTCAGCACTCAGG-3′ and 5′-CCATTTGTCACGTCCTGCAC-3′; Pair C 5′-CAACCTCCCCTTCTACGAGC-3′ and 5′-ACCTTACCTGCGCTCCCATC-3′. The primers used in PCR analysis for genotyping floxed alleles and deleted alleles are: 5′-TCGAGGCAGGAGTACCAGGC-3′, 5′-TTCAGGACAGCAGACTCTGG-3′ and 5′-CTCTGCCTGTGAAACCATACC-3′.

### Antibodies

The following commercially available antibodies were used: anti-Oct4 (C-10) and anti-p300 (C-20, N-15, and H-272) antibodies from Santa Cruz Biotechnology; anti-Pontin (SAB4200194) antibody from Sigma-Aldrich; anti-Nanog (ab21624) and anti-H3K27Ac (ab4729) antibodies from Abcam; anti-H3 (#2650) antibody from Cell Signaling Technology; anti-Ezh2 (#612667) antibody from BD bioscience; and anti-SSEA-1 (MAB2155) antibody from R&D systems. Working dilutions or quantities of the antibodies used in the study are summarized in Supplementary Table 1.

### Quantitative real-time RT-PCR

The abundance of mRNA and lincRNA was detected by an ABI prism 7300 system with SYBR Green (Enzynomics). The quantity of mRNA and lincRNA was calculated using DDCt method and normalized by using primers to detect *Gapdh*. All reactions were performed as triplicates. The following primers were used: *Oct4* forward 5′-GGCTTCAGACTTCGCCTCC-3′, reverse 5′-AACCTGAGGTCCACAGTATGC-3′; *Nanog* forward 5′-TCTTCCTGGTCCCCACAGTTT-3′, reverse 5′-GCAAGAATAGTTCTCGGGATGAA-3′; *Ptch1* forward 5′-AAAGAACTGCGGCAAGTTTTTG-3′, reverse 5′-CTTCTCCTATCTTCTGACGGGT-3′; *Rif1* forward 5′-ACTGACTCCGGGACATAAAGG-3′, reverse 5′-ATAGAAGGGATTGCAGCCATTC-3′; *Tpm1* forward 5′-CAGAAGGCAAATGTGCCG AG-3′, reverse 5′-TCCAGCATCTGGTGC ATACTA-3′; *Timp2* forward 5′-TCAGAGCCAAAGCAGTGAGC-3′, reverse 5′-GCCGTG TAGATAAACTCGATGTC-3′; *Lefty1* forward 5′-CCAACCGCACTGCCCTTAT-3′, reverse 5′-CGCGAAACGAACCAACTTGT-3′; *Otx2* forward 5′-TATCTAAAGCAACCGCCTTAC G-3′, reverse 5′-AAGTCCATACCCGAAGTGGTC-3′; *Fut9* forward 5′-TCGCCCATTTCTAATCGTCTGC-3′, reverse 5′-AGACTCCATTGGACTGAAGACC-3′; *Gata6* forward 5′-TTGCTCCGGTAACAGCAGTG-3′, reverse 5′-GTGGTCGCTTGTGTAGAAGGA-3′; *Igf2* forward 5′-GTGCTGCATCGCTGCTTAC-3′, reverse 5′-GACAAACTGAAGCGTGTCAA C-3′; *Krt18* forward 5′-CAGCCAGCGTCTATGCAGG-3′, reverse 5′-CTTTCTCGGTCTG GATTCCAC-3′; *Mycn* forward 5′-ACCATGCCGGGGATGATCT-3′, reverse 5′-ATCTCCG TAGCCCAATTCGAG-3′; *Bmp1* forward 5′- TTGTACGCGAGAACATACAGC-3′, reverse 5′-CTGAGTCGGGTCCTT TGGC-3′; *Hand1* forward 5′-GGCAGCTACGCACA TCATCA-3′, reverse 5′-CCTGGCATCGGGACCATAG-3′; *linc1253* forward 5′-TGCAGGTTCATAATTCATGGC-3′, reverse 5′-AATGGAATGCTTTGTCACCAC-3′; *linc1562* forward 5′-CTG GATCTGAGAGACGACCC-3′, reverse 5′-GAAATGCTCTGGAGACGGAG-3′; *linc1356* forward 5′-TCTGTTTCCGAATTGAAGGC-3′, reverse 5′-GTTTCCCAAATCAGCAGCTC-3′; *linc1517* forward 5′-TTATACCGAAACCGGGAACTC-3′, reverse 5′-AGCAAAGCTGGTCAGGAGAC-3′; *linc1602* forward 5′-CCTGAGCCTTCTGTGGTCTC-3′, reverse 5′-CTCTTGGAGTGCTTCATCTGG-3′. Values are expressed as mean±s.d. of three independent experiments.

### GST pull-down assays

The recombinant GST-Pontin was expressed using the pGEX-4T1-Pontin vectors. The coding regions of Oct4 were inserted into the pcDNA vector containing T7 promoter. ^35^S-methione-labelled Oct4 was produced using an *in vitro* transcription and translation assay kit (TNT Quick Coupled Transcription/Translation system; Promega), according to the manufacturer's instructions.

### ChIP and two-step ChIP assays

The ChIP assays were conducted as described. Cells were crosslinked with 1% formaldehyde for 10 min at room temperature, and formaldehyde was inactivated by the addition of 125 mM glycine. Chromatin extracts containing DNA fragments with an average size of 400 bp were immmunoprecipitated by using antibodies. Quantitative PCR was used to measure enrichment of bound DNA, and the value of enrichment was calculated by relative amount to input and ratio to IgG. All reactions were performed in triplicates. For the two-step ChIP assays, components were eluted from the first immunoprecipitation reaction by incubation with 10 mM dithiothreitol at 37 °C for 30 min and diluted 1:50 in ChIP dilution buffer (20 mM Tris-HCl, pH 8.1, 150 mM NaCl, 2 mM EDTA and 1% Triton X-100) followed by re-immunoprecipitation with the second antibodies. Two-step ChIP assay was performed in essentially the same way as the first immunoprecipitations. The following primers were used: *Lefty1* forward 5′-CTGGATTGTCTTTGGGGAAA-3′, reverse 5′-CCCCAATCCACATTCA CTTC-3′; *Otx2* forward 5′-CTCCAAATGCACGCTCTACA-3′, reverse 5′-TAGCTAGTGC CAGCCAATGA-3′; *Rif1* forward 5′-GTCCCCACTCTCAGAAGCTG-3′, reverse 5′-ACGC ATTCAAGCTTTGGTCT-3′; *Mycn* forward 5′-TTAGCGAATCCTTGCTACCG-3′, reverse 5′-CTTCGGAAAGGCTTTTGTTG-3′; *linc1253* forward 5′-TTGCCTCCTCAAGAAATGC T-3′, reverse 5′-CATGGCTCCAGTTCCTCTGT-3′; *linc1356* forward 5′-ACCCA CAGGCT CCTAGGTTT-3′, reverse 5′-TCCAAGCTGTTCTCCCAACT-3′; *linc1562* forward 5′-CAGAGAGAGGGAAGCAATGG-3′, reverse 5′-GAATGGCTCAGTGTGGGAAT-3′. Values are expressed as mean±s.d. of three independent experiments.

### Construction of reporter plasmids and luciferase reporter assay

Each promoter region was cloned into a pGL2-basic reporter vector (Promega) by using the PCR method. Oct4-binding sites were identified from previous reports^18^,^41^,^59^. The primers used were: *linc1253*-1000 XhoI forward 5′-CACCTCGAGTGGAGCTTCAGTCCCCGA-3′, KpnI reverse 5′-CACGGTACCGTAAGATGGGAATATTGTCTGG-3′; *linc1253*-500 XhoI forward 5′-CACCTCGAGTGGAGCTTCAGTCCCCGA-3′, KpnI reverse 5′-CACGGTACC TTATGTGCTAGTTAGGGTAACT-3′; *Rif1*-800 KpnI forward 5′-CACGGTACCTGTGGA GAGTGCTGAGAGG-3′, XhoI reverse 5′-CACCTCGAGCCTGACTCCAGCTACTTGC-3′; *Rif1*-640 KpnI forward 5′-CACGGTACCCATGGGTCTCCTTTAGCAAC-3′, XhoI reverse 5′-CACCTCGAGCCTGACTCCAGCTACTTGC-3′. About 0.2–0.4 μg of pCAG-Oct4, 0.3–0.6 μg of pCAG-Pontin, 0.2 μg of pGL2-*Rif1* promoter-luciferase and 0.1 μg of pGL2-*linc1253* promoter-luciferase plasmid were used for co-transfection. For knockdown of Pontin, 10–20 μl of pLKO-shPontin lentiviral stock was used. 293 T cells were transiently transfected with each promoter-luciferase reporter plasmid using PEI transfection reagent (Sigma-Aldrich). Luciferase activity was measured in a luminometer at 48 h after transfection and normalized by β-galactosidase expression with a Luciferase system (Promega). Values are expressed as means±s.d. of three independent experiments.

### Lentivirus construction and production

To knockdown *Pontin, p300* or *linc1253*, the shRNA pLKO.1 lentiviral vectors targeting Pontin (pLKO-shPontin), p300 (pLKO-shp300) or linc1253 (pLKO-shlinc1253) were cloned from targeting sequences. The targeting hairpin sequences are linc1253 5′-GTGTAGGAGCTGGGATGAAAT-3′, p300 5′- AATACCTCGTGATGCCACTTA-3′ and Pontin 5′-AAGGGGAGGTGACAGAGCTCA-3′. For ectopic expression of *linc1253*, we cloned *linc1253* cDNA into the pLJM1 lentivirus vector (pLJM1-linc1253). On the basis of the size determined by 3′RACE PCR, *linc1253* cDNA was PCR-amplified using the following primers: forward 5′-CCAACCGGTGGAAATGGAATGCTTTGTCAC-3′, reverse 5′- CCAGAATTCCCCTGGGACTAATGGAGGT-3′. For ectopic expression of Pontin, we cloned *Pontin* cDNA into the same vector. Lentivirus production was performed as described. The lentiviral vector was co-transfected with packaging vectors (psPAX2 and VSV-G) into 293 T cells. The resultant supernatant was collected at 48 h after transfection and filtered through a 0.45-μm membrane. For concentration of lentivirus, Retro-X concentrator was used according to the manufacturer's instructions (Clonetech). At 48 h after transduction, puromycin (1 μg ml^−1^) was added to the medium to select transduced cells.

### FACS analysis

Cell cycle profiling of propidium iodide stained cells was performed as described. Fractions of cells in each phase were quantified using FlowJo software. Cells were trypsinized and then fixed in 70% ethanol at 4 °C. After fixation, the cells were incubated with RNase A (10 μg ml^−1^), Nonidet P-40 (0.05%) and propidium iodide (50 μg ml^−1^) for 1 h. For the BrdU FACS analysis, cells were incubated for 10 min in the presence of BrdU (10 μM). Harvested cells were fixed in 70% ethanol at 4 °C and denatured in 2 N HCl, 0.5% Triton X-100 for 1 h. The cells were then neutralized with 0.1 M Na_2_B_4_O_7_ (pH 8.5) and incubated with a BrdU antibody and FITC-conjugated secondary antibody in PBS containing 1% BSA and 0.5% Tween 20 for 1 h each. Cells were stained with propidium iodide solution and then analysed using the FACS Caliber flow cytometer (BD Biosciences). Cell cycle and DNA contents were analysed using FlowJo software.

### ES cell culture

Mouse ES cells were cultured as described previously^59^. In brief, ES cells were either co-cultured with mouse primary embryonic fibroblast feeders or cultured under feeder-free conditions. ES cells were maintained in Dulbecco's modified Eagle medium (DMEM; Welgene), supplemented with 15% fetal bovine serum (FBS; Hyclone), 0.055 mM β-mercaptoethanol, 2 mM L-glutamine, 0.1 mM nonessential amino acid, 5,000 units ml^−1^ of penicillin/streptomycin (GIBCO) and 1,000 units ml^−1^ of leukaemia inhibitory factor (LIF) (Chemicon). A conditional *Oct4*-depleted (ZHBTc4) ES cell line was described previously^42^. *Oct4*-depleted cells were generated by treating ZHBTc4 ES cells with tetracycline for 2 days. *Pontin*^*f/f*^; *CreER* ES cells were derived from blastocysts from intercrosses between *Pontin*^*f/f*^; *CreER* and *Pontin*^*f/f*^ mice. *CreER* transgenic mice were purchased from Jackson laboratory. *Pontin*-depleted ES cells were generated by treating *Pontin*^*f/f*^; *CreER* ES cells with OHT for 3 or 4 days. Immunoblot analyses showing depletion of *Pontin* or *Oct4* were independently repeated three times.

### Co-immunoprecipitation

ZHBTc4 ES cells were cultured and lysed with lysis buffer (200 mM NaCl, 50 mM Tris-HCl, pH 8.0 and 0.5% NP40). About 20 mg of ES cell extracts was immunoprecipitated with each 2 μg of control IgG, anti-Oct4 antibody, anti-Nanog antibody or anti-Pontin antibody overnight and then incubated with 50 μl (50% slurry) of protein A agarose beads for 1 h. The immunoprecipitated materials were washed with 500 μl of washing buffer (150 mM NaCl, 50 mM Tris-HCl, pH 8.0, and 0.5% NP40) for four times and bound materials were eluted by boiling in 50 μl of sampling buffer (2% 2-mercaptoethanol, 5% glycerol, 1% SDS and 60 mM Tris-HCl, pH 6.8) and subjected to immunoblot analysis. Protein samples were resolved with 12% SDS polyacrylamide gel, and 25 μl of eluted samples were loaded in each well. The resolved proteins were transferred to PVDF membranes, and the membranes were incubated with primary antibodies (1/1,000) at 4 °C overnight, washed and detected using HRP-conjugated secondary antibodies (light chain-specific, Jackson laboratory). Images of the immunoblots were visualized and recorded using the LAS 4000-mini system (Fujifilm). These experiments were independently repeated three times.

### 3′- RACE

To determine the size of *linc1253*, we performed 3′-RACE as previously described^60^. In brief, RACE was carried out by using 1.5 μg of total RNA extracted from ZHBTc4 ES cells. The Oligo-dT adapter primer (5′-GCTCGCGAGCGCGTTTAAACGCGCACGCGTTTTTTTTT TTTTTTTTT-3′) was used in the reverse transcription. The first PCR reaction was performed by using *linc1253* forward 1 primer (5′-AATGGAATGCTTTGTCACCAC-3′) and the first adaptor primer (5′-GCTCGCGAGCGCGTTTAAAC-3′). Amplification was performed as follows: initial denaturation for 1 min at 95 °C, denaturation for 30 s at 95 °C, annealing for 30 s at 60 °C, extension for 5 min at 72 °C and repeated for 35 cycles. The obtained band was gel purified and PCR-amplified with *linc1253* forward 2 primer (5′-CCACTCCTCCGA GCAACACAG-3′) and the second adaptor primer (5′-GCGTTTAAACGCGCACGCGT-3′). Amplification was performed as follows: initial denaturation for 1 min at 95 °C, denaturation for 30 s at 95 °C, annealing for 30 s at 56 °C, extension for 1 min at 72 °C and repeated for 35 cycles. The obtained band was gel purified and sequenced. These experiments were independently repeated three times.

### mRNA and ChIP sequencing

We obtained total RNAs from (1) *Pontin*^*f/f*^*; CreER* ES cells at 0, 3 or 4 days post treatment with OHT for *Pontin*-depleted ES cells, (2) ZHBTc4 ES cells at 2 days post treatment with tetracycline for *Oct4*-depleted ES cells and (3) ZHBTc4 ES cells infected by pLKO-shLuciferase (shNS) or pLKO-shlinc1253 lentivirus at 4 days post infection for knockdown of linc1253. Poly(A) mRNA isolation from total RNA (5 μg) and fragmentation was performed using the Illumina Truseq RNA Sample Prep Kit with poly-T oligo-attached magnetic beads, according to the manufacturer's instructions. Reverse transcription of RNA fragments was performed using Superscript II reverse transcriptase (Life Technologies). The adaptor-ligated library was size-selected by band excision after agarose gel electrophoresis and purified using the QIAquick gel extraction kit (Qiagen). The prepared libraries were sequenced on an Illumina Hi-Seq 2000 (DNA Link, Korea) and Hi-Seq 2500 (NICEM, Seoul National University). A ChIP assay for preparation of ChIP-seq libraries was carried out as described previously^59^. In brief, ZHBTc4 ES cells were crosslinked with 1% formaldehyde for 10 min at room temperature, and formaldehyde was inactivated by the addition of 125 mM glycine. Chromatin extracts containing DNA fragments with an average size of 400 bp were immmunoprecipitated by using antibodies against GFP (control) or Pontin. Eluted ChIP DNA was used for preparing the libraries using the NEXTflex ChIP-seq kit (Illumina), according to the manufacturer's instructions. The prepared libraries were sequenced on an Illumina Hi-seq 2500 (NICEM, Seoul National University).

### Analysis of mRNA- and ChIP-sequencing data

For both sequencing data, we first removed adapter sequences (TrueSeq universal and index adapters) and then trimmed the ends of the adapter-free reads for which PHRED scores were lower than 20 using the cutadapter software^61^. Remaining reads were then aligned to the mouse reference genome (NCBIM 37) using TopHat aligner^62^ for mRNA sequencing and using Bowtie2 (ref. 63) for ChIP sequencing. For the mRNA-sequencing data, considering the variations in individual genomes and presence of multiple gene copies, we used two mismatches in a read and allowed the reads to be aligned in up to 10 different locations, which are default options in the TopHat aligner. After the alignment, we counted the number of reads mapped to gene features (GTF file of NCBIM 37) using HTSeq. To reduce the technical variations across the samples, we normalized the read counts using the TMM method^64^ that uses RNA compositions and library sizes between the samples provided by edgeR package^65^ in *R*. For the ChIP-sequencing data, among the aligned reads, only the reads uniquely aligned and with MAPQ scores >5 were used for further analysis.

### Identification of DEGs

We first identified ‘expressed' genes as the genes with normalized read counts (counts per million) >1 under at least one of the four conditions (WT ES cell, *Pontin*-depleted ES cells (3 days and 4 days post-OHT treatment) and *Oct4*-depleted ES cells (2 days post-Tc treatment)). For these expressed genes, we computed log_2_-read counts after adding one to the normalized read counts and then log_2_-fold-changes in the comparison of *Pontin*^*f/f*^; *CreER* ES cells at 3 days or 4 days post-OHT treatment (*Pontin*-depleted ES cells) and ZHBTc4 ES cells at 2 days post-tetracyclin treatment (*Oct4*-depleted ES cells) versus *Pontin*^*f/f*^; *CreER* ES cells at 0 days post-OHT treatment (WT ES cells). Using the log_2_-fold-changes for each comparison, we identified the genes as DEGs with absolute log_2_-fold changes >0.58 (1.5-fold). To identify DEGs by *linc1253* knockdown, we first selected ‘expressed' genes with normalized read counts >1 under at least one of the four samples, duplicated samples of each WT ES cells and *linc1253*-knockdown ES cells. From these expressed genes, we performed the exact test in edgeR package and log_2_-median ratio test. After separately computing *P* values from the two tests, we combined the *P* values using Stouffer's method^66^ and then selected the DEGs by *linc1253* knockdown as the ones with the combined *P*<0.05. False positives were further reduced by excluding the genes with log_2_-median ratio<0.378, the mean of 2.5th and 97.5th percentiles of the log_2_-median ratios obtained from random permutations of the four samples.

### Functional enrichment analysis

To identify cellular processes represented by a set of DEGs (for example, up- and downregulated genes by *Pontin* depletion, *Oct4* depletion or *linc1253* knockdown), we performed functional enrichment analysis for the DEGs using DAVID Bioinformatics Resources V6.7 (ref. 40 and selected the Gene Ontology Biological Process (GOBP) with *P* value <0.1 and gene count ≥3 as the ones represented by the DEGs.

### Comparisons of ES cell gene expression profiles

Previously reported gene expression profiles of *Oct4*, *Nanog*, *Tip60*, *p400* or *Dnmt1*-depleted ES cells^10^,^57^,^59^ were used to evaluate the similarity in the effects of depletion of these factors in ES cells. For Agilent microarray data (GSE11243), we normalized probe intensities using the quantile normalization method. For Affymetrix microarray data (GSE4189 and GSE10519), we normalized probeset intensities using the GC-RMA method^67^. Using the normalized data, we computed log_2_-fold-changes in ES cells deficient of individual factors, compared with wild-type ES cells, and then performed pair-wise correlation analysis of the log_2_-fold-changes for individual factors. Finally, the resulting Pearson correlation coefficients were subjected to hierarchical clustering to evaluate the similarity in the effects of depletion of individual factors.

### Genomic binding correlation analysis

We downloaded ChIP-sequencing data (BED files) of Oct4, Sox2, Nanog (GSE11431), Tip60 and p400 (GSE42329) from the GEO database. Using these data and our ChIP-sequencing data of Pontin, for each protein-coding gene (ENSEMBL NCBIM37), we evaluated Pontin binding enrichment ratio in its promoter region (2.5 kb-upstream and 500 b-downstream from the TSS)^68^ as the ratio of the total read counts that were normalized by their library size in the promoter region from Pontin- and GFP-IP (control) samples. We then performed correlation analysis of Pontin enrichment ratios in the promoter regions with enrichment ratios of the five factors (Oct4, Sox2, Nanog, Tip60 and p400) as previously described^69^. In brief, we sorted 22,073 protein-coding genes in a descending manner by their Pontin enrichment ratios, binned the sorted genes such that each bin includes 500 genes, and then computed the mean enrichment ratios of Pontin and the five factors for the genes in individual bins.

### Identification of differentially expressed lincRNAs

To analyse the expression of lincRNAs, we used the 226 multi-exonic lincRNAs that have been previously identified in mouse ES cells^18^. The lincRNAs with log_2_-fold-changes >0.58 (1.5-fold) were identified as differentially expressed lincRNAs.

### Assessment of protein coding probability of linc1253

We extracted the transcript sequences of protein coding genes and lincRNAs from ENSEMBL NCBIM37 database. Using the transcript sequences, we predicted the coding probabilities^46^ for total 3,099 lincRNAs and the same number of protein-coding genes randomly selected from the database and then generated the distribution of the coding probability. To predict the coding probability of linc1253, we used the transcript sequence of linc1253.

### Chromogenic RNA *in situ* hybridization

Detection of *linc1253* lincRNA in ES cells was performed using the RNAscope 2.0 Chromogenic Detection kit (Advanced Cell Diagnostics) in accordance with the manufacturer's instructions. Briefly, ES cells were fixed in 4% paraformaldehyde/PBS for 30 min and pretreated with 70% EtOH for 24 h. Fixed cells were hybridized with *linc1253*-specific probe designed from Advanced Cell Diagnostics based on *linc1253* sequence or negative control probe (DapB). Nuclei were stained with DAPI. Chromogenic signals and DAPI-stained images were detected with a Zeiss microscope

### RNA Immunoprecipitation (RIP) assay

The RNA immunoprecipitation protocol^48^ was adapted to analyse the interactions between Ezh2 and *linc1253* lincRNA. ES cells were crosslinked by 1% formaldehyde for 10 min at room temperature. The crosslinking reaction was stopped by addition of glycine (1 M, pH 7.0) to a final concentration of 0.25 M followed by incubation at room temperature for 5 min. The cells were washed with ice-cold PBS and resuspended in RIPA buffer (50 mM Tris-HCl, pH 7.4, 1% NP40, 0.5% sodium deoxycholate, 0.05% SDS, 1 mM EDTA and 150 mM NaCl) containing protease inhibitors and an RNase inhibitor. The cell suspension was sonicated and centrifuged for 10 min at 13,000 r.p.m., and the resulting supernatant was precleared by incubation with protein A-agarose beads. The precleared supernatant was incubated with IgG, anti-Ezh2, anti-Oct4 or anti-Pontin antibodies for 2 h at 4 °C. The beads were washed with RIPA buffer and resuspended with reversal buffer (50 mM Tris-HCl, pH 7.0, 5 mM EDTA, 10 mM DTT and 1% SDS) followed by incubation for 45 min at 70 °C to reverse the crosslinks. The immunoprecipitated RNAs were isolated according to the manufacturer's protocol (Invitrogen).

### Reprogramming

Reprogramming assay was done as previously described^70^. In brief, equal amounts of virus encoding different combination of factors were applied to 5 × 10^4^ plated Oct4-GFP transgenic MEFs. Oct4-GFP transgenic MEFs were reprogrammed by forced expression of retroviral Oct4, Sox2, and Klf4 (OSK). After 24 h, inactivated feeder cells were added and the culture was then maintained for up to 21 days. Reprogrammed cells were detected by GFP expression. The number of GFP-positive colonies was counted.

### Human Othologue of linc1253

We first blasted the *linc1253* gene sequence to the human genome and found a region to which two partial portions of the *linc1253* sequence were mapped. Second, since the blast analysis provided only the partial mapping of *linc1253*, near the partially mapped regions, we further identified other nine regions that share high sequence homologies with the *linc1253* sequence using UCSC genome browser. Thus, a potential *linc1253* location was identified as a region containing all the regions identified from both the blast and UCSC genome browser. Finally, mRNA-sequencing data (GSE16256) of human ES cells (H1 and H9 cells) revealed that no transcripts within this region were expressed.

### Statistical analysis

Statistical differences in test and control samples were determined by Student's *t*-test using the Statview package (Abacus Concepts, Berkeley, CA).

## Author contributions

K.B., J. B., D. H., H. L. and S.H.B designed the experiments. Y.J., K.K., I.-H.K. and H.L. are involved in generation, maintenance and analysis of *Pontin*-deficient mice and *Pontin*-depleted ES cells. J.K., H.-J.R.S., C.R.K. conducted molecular biology experiments. J.-E.P. and V.N.K. designed and conducted RNA-FISH experiments. K.B., J.B. and D.H. performed and analysed high-throughput sequencing data. K.B., H.J. and H.L. performed and analysed iPSC experiments. K.B., J.B., D.H., H.L. and S.H.B. wrote the manuscript.

## Additional information

**Accession codes:** The mRNA-sequencing and ChIP-sequencing data were deposited to the gene expression omnibus (GEO) database (Accession ID: GSE58206).

**How to cite this article:** Boo, K. *et al.* Pontin functions as an essential coactivator for Oct4-dependent lincRNA expression in mouse embryonic stem cells. *Nat. Commun.* 6:6810 doi: 10.1038/ncomms7810 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-5 and Supplementary Table 1

Supplementary Data 1 Summary of the alignment results for mRNA- and ChIP-sequencing data. Among the raw reads generated from Illumina Hiseq-2000 (WT, *Pontin*-depleted, and *Oct4*-depleted ES cells) and Hiseq-2500 (*linc1253* knockdown along with Mock ES cells, Pontin ChIP along with GFP ChIP) in the each sample, the reads after trimming low quality and adapter sequences were used (Used reads) for the alignment. On average, each 96.2 % and 94.3 % (Mapping rate) of the reads (Mapped reads) for mRNA- and ChIP-sequencing data were aligned to a reference mouse genome (Ensembl NCBIM37). Of the mapped reads, each 96.5 % and 70.3 % (Unique mapping rate) for mRNA- and ChIP-sequencing data were aligned to unique location (Uniquely mapped reads) in the genome. Exom Coverage denotes the fold of coverage of the mapped reads for the annotated exon region.

Supplementary Data 2 GOBPs represented by the genes affected by Pontin-depletion, Oct4-depletion, or linc1253 knockdown in ES cells. The GOBPs represented by the up-regulated genes in *Pontin-*depleted (**a**), *Oct4*-depleted (**c**), both *Pontin-* and *Oct4*-depleted (**e**), and *linc1253* knockdown ES cells (**g**). In parallel, the GOBPs represented by the down-regulated genes in *Pontin*-depleted (**b**), *Oct4*-depleted (**c**), both *Pontin-* and *Oct4-* depleted (**f**), and *linc1253* knockdown ES cells (**h**) are included. The count of the genes involved in each GOBP is shown. Finally, the GOBPs with *p*-value<0.1 (default cutoff in DAVID software) and Count>2 were determined as the ones significantly represented by the genes affected by Pontin or both Pontin and Oct4. Among the GOBPs, the colored GOBPs (**a**, **b**, **e**, and **f**) are representatives included in Figure 2b.

Supplementary Data 3 List of genes affected by *Pontin*-depletion, *Oct4*-depletion, and *linc1253* knockdown in ES cells. Up- and down-regulation of the DEGs in *Pontin-* or *Oct4*-depleted ES cells and their log_2_-fold-changes in the following comparisons are shown: (1 and 2) *Pontin*-depleted ES cells (OHT 3D or 4D) and (3) *Oct4*-depleted ES cells (Tc 2D) versus WT ES cells (a). Up- and down-regulation of the DEGs in *linc1253* knockdown ES cells and their log_2_-fold-changes are shown (b).

Supplementary Data 4 LincRNAs expressed in ES cells affected by *Pontin* or *Oct4* depletion . Up- and down-regulation of lincRNAs differentially expressed in *Pontin*-depleted (OHT 3D and 4D) or *Oct4*-depleted ES cells, compared to WT ES cells, and their log_2_-fold-changes are shown.

## Figures and Tables

**Figure 1:**
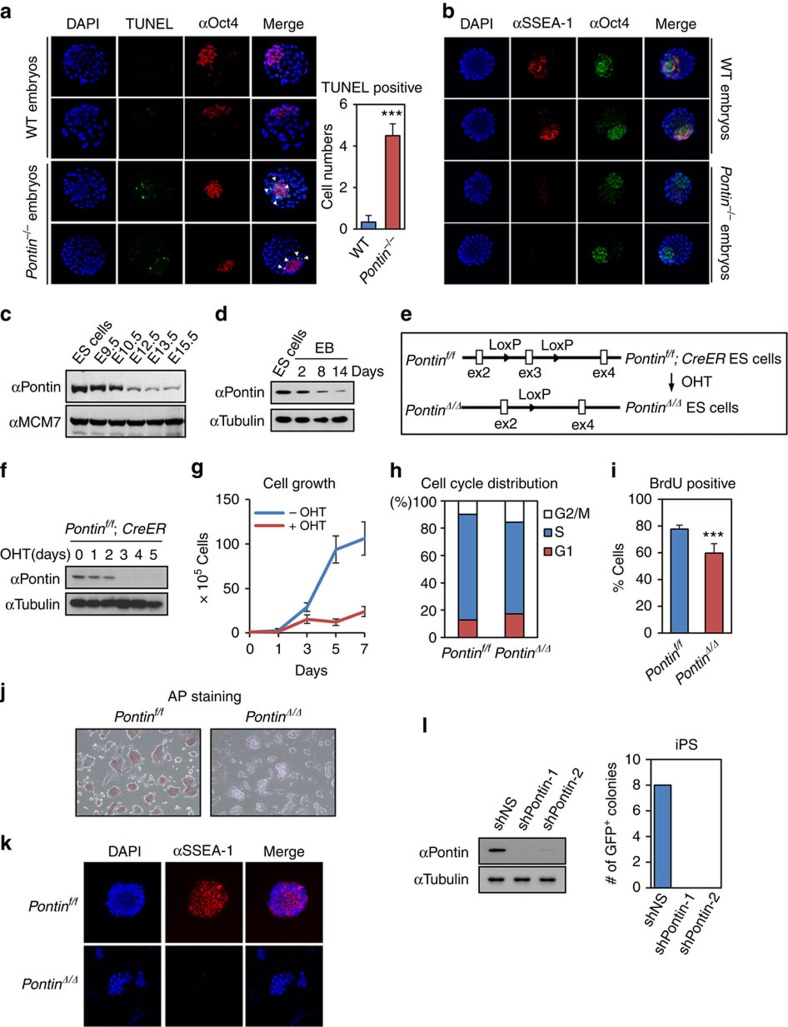
*Pontin* deficiency causes the defects in mouse ES cell maintenance. (**a**) WT and *Pontin*-deficient E5.0 embryos were stained using the TUNEL assay system. Apoptotic cells were shown by TUNEL (green) and nuclei were stained with DAPI (blue). The epiblast cells were immunostained with an anti-Oct4 antibody (red). Representative images are shown. Right side histogram represents the numbers of TUNEL-positive cells per embryo (mean±s.d.). *P* value was calculated by *t*-test (*n*=10 for each group; ***P=2.03 × 10^−8^). Magnification × 40. (**b**) Representative images show decreased SSEA-1 expression (red) in inner cell mass of *Pontin*-deficient embryos (*n*=4 for each group). (**c**,**d**) Reduction of Pontin expression during mouse embryo development stages (**c**) and EB differentiation (**d**). (**e**) Diagram of the strategy for depletion of *Pontin* using *Pontin*^*f/f*^; *CreER* ES cells. (**f**) Depletion of *Pontin* in *Pontin*^*f/f*^; *CreER* ES cells at indicated days after OHT treatment. (**g**) Growth curves of *Pontin*^*f/f*^; *CreER* ES cells in the absence or presence of OHT. These experiments were independently repeated three times. (**h**) Cell cycle-phase analysis of *Pontin*^*f/f*^; *CreER* ES cells in the absence or presence of OHT. Cells were harvested at 3 days after treatment with vehicle (95% EtOH) or OHT. Similar results were obtained from three independent experiments. (**i**) BrdU incorporation was used to determine the proportion of the cells in S phase. WT or *Pontin*-depleted ES cells were harvested at 3 days after vehicle or OHT treatment. The percentages of BrdU positive cells are graphed. Values are expressed as mean±s.d. of three independent experiments. ***P<0.001. (**j**) Representative images show the reduction of AP activity of *Pontin*-depleted ES cells compared with WT. Cells were stained at 3 days after vehicle or OHT treatment. Similar results were obtained from three independent experiments. Magnification × 10. (**k**) SSEA-1 expression in *Pontin*-depleted ES cells. Colonies of undifferentiated WT and *Pontin*-depleted ES cells were stained as indicated. Representative images are shown. Similar results were obtained from three independent experiments. Magnification × 20. (**l**) Knockdown of Pontin reduces reprogramming efficiency. The number of GFP-positive colonies was presented.

**Figure 2:**
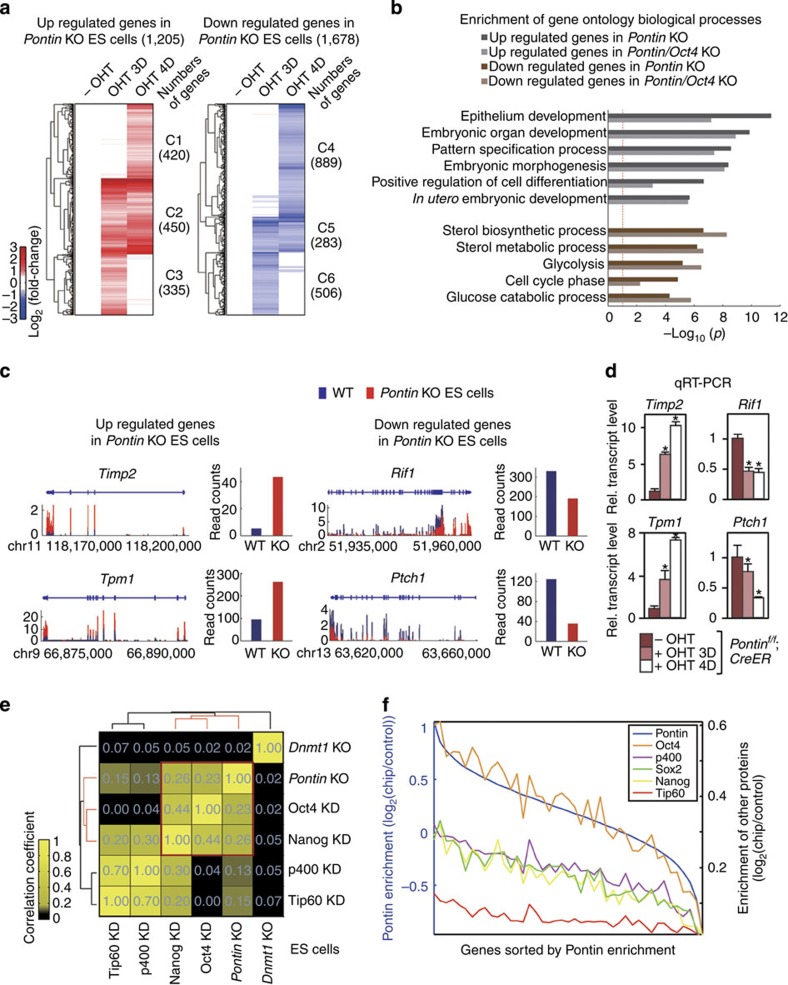
Identification of target genes regulated by Pontin in mouse ES cells. (**a**) Up- and downregulated genes in *Pontin*-depleted ES cells in comparison with *Pontin*^*f/f*^; *CreER* ES cells at 3 days (OHT 3D) or 4 days (OHT 4D) versus 0 day post-OHT treatment (-OHT). Hierarchical clustering identified six clusters of the up- (C1-C3) and downregulated (C4-C6) genes. Numbers of DEGs in the clusters are denoted in parenthesis. The colour bar represents the gradient of log_2_-fold-changes in each comparison. (**b**) Gene Ontology Biological Processes (GOBPs) represented by the up- and downregulated genes by *Pontin* depletion (dark bars) and by both *Pontin* depletion and *Oct4* depletion (light bars). The bars for GOBPs represent the enrichment scores, −log_10_(*p*), where *p* is *P* value that the GOBPs are enriched. The red line denotes the cutoff, *P*=0.1. (**c**) mRNA-sequencing reads of two upregulated genes, *Timp2* and *Tpm1*, and two downregulated genes, *Rif1* and *Ptch1*, in *Pontin*-depleted ES cells. Red and blue bars (*y* axis) along the genomic coordinate (*x* axis) represent read coverages for individual bases of the genes measured at OHT 4D from *Pontin*-depleted and WT ES cells, respectively. Each bar graph shows the normalized read counts of the corresponding gene in WT and *Pontin*-depleted ES cells. (**d**) Quantitative RT-PCR analysis of up- and downregulated genes in *Pontin*-depleted ES cells. The mRNA quantity was normalized by using primers to detect *Gapdh*. Error bars represent mean±s.d.; *P<0.05. (**e**) Comparison of ES cell expression profiles on gene depletion (KO) or knockdown (KD) of the indicated factors using hierarchical clustering of Pearson correlation coefficients of log_2_-fold-changes in KO or KD ES cells, compared with WT ES cells. Changes of gene expression in *Dnmt1*-depleted ES cells were used as the negative control. (**f**) Comparisons of binding enrichments of Pontin with those of Oct4, Sox2, Nanog, Tip60 and p400 from ChIP-sequencing analysis. *X* axis indicates the sorted genes by Pontin enrichment ratios, log_2_(Pontin-ChIP/GFP). Left *y* axis indicates the mean enrichment ratios of Pontin in individual bins of the sorted genes (500 genes/bin), and right *y* axis indicates the mean enrichment ratios of the other factors for the genes in the individual bins defined by Pontin.

**Figure 3:**
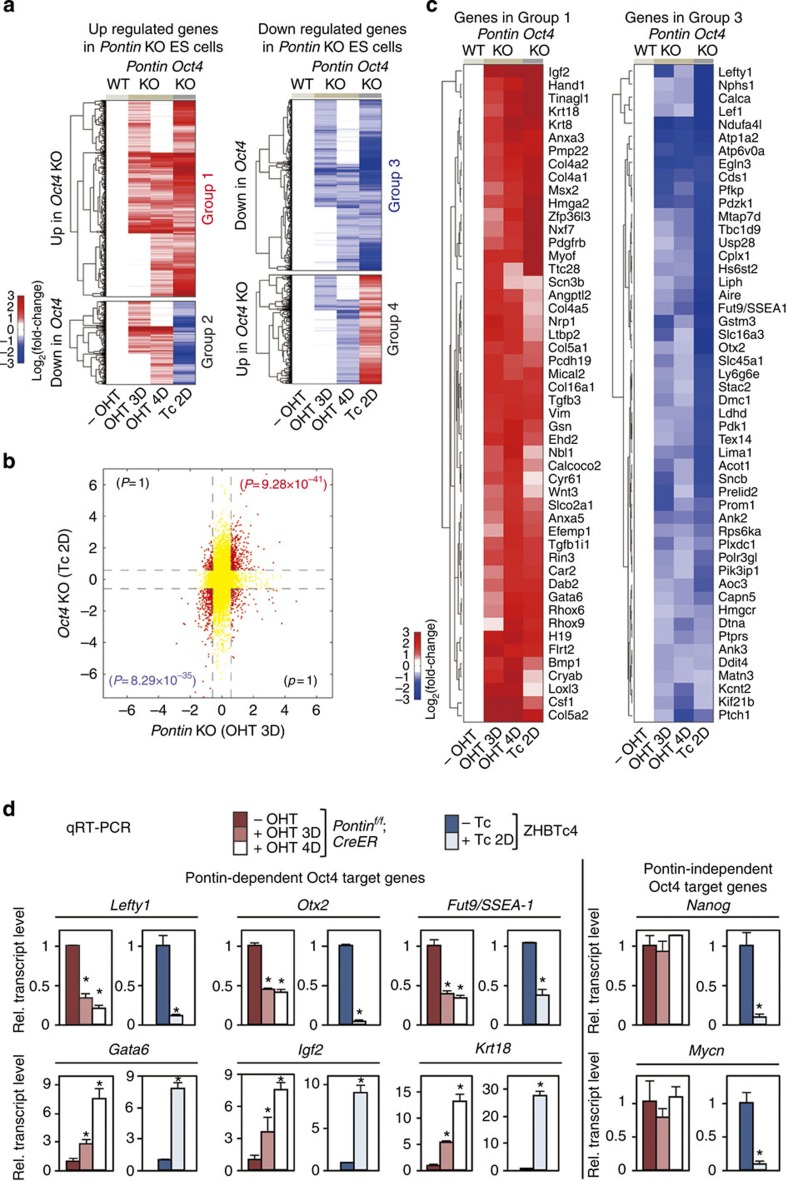
Comparative analyses of *Oct4*- and *Pontin*-depleted mouse ES cells. (**a**) The genes commonly regulated by Pontin and Oct4: Group 1, upregulated by both *Pontin* and *Oct4* depletion; Group 2, upregulated by *Pontin* depletion, but downregulated by *Oct4* depletion; Group 3, downregulated by both *Pontin* and *Oct4* depletion; Group 4, downregulated by *Pontin* depletion, but upregulated by *Oct4* depletion. *Pontin*-depleted ES cells are *Pontin*^*f/f*^; *CreER* ES cells at 3 days (OHT 3D) or 4 days (OHT 4D) post-OHT treatment. Depletion of Oct4 is generated from ZHBTc4 ES cells by treatment of tetracycline for 2 days (Tc 2D). No OHT-treated *Pontin*^*f/f*^; *CreER* ES cells are used as counterpart WT ES cells (-OHT). Hierarchical clustering of log_2_-fold-changes from the comparisons of *Pontin*-depleted and *Oct4*-depleted ES cells versus WT ES cells is used to display the up- (red) and downregulated (blue) genes. The colour bar represents the gradient of log_2_-fold-changes in each comparison. (**b**) Comparison of the log_2_-fold-changes between *Pontin*-depleted (OHT 3D) and *Oct4*-depleted (Tc 2D) ES cells. In the scatter plot, the red dots represent the DEGs (≥ 1.5-fold) in the comparisons of *Pontin*-depleted ES cells versus WT and *Oct4*-depleted ES cells versus WT. The significance for the number of genes in each quadrant was computed by Fisher's exact test. (**c**) Top 50 shared up- (left panel) and downregulated (right panel) genes by *Pontin* depletion and *Oct4* depletion. (**d**) Quantitative RT-PCR analysis showing mRNA levels of Oct4 target genes, which are Pontin-dependent or Pontin-independent in ES cells depleted with *Pontin* or *Oct4*. The quantity of mRNA was normalized by using primers to detect *Gapdh*. Values are expressed as mean±s.d. of three independent experiments. *P<0.05.

**Figure 4:**
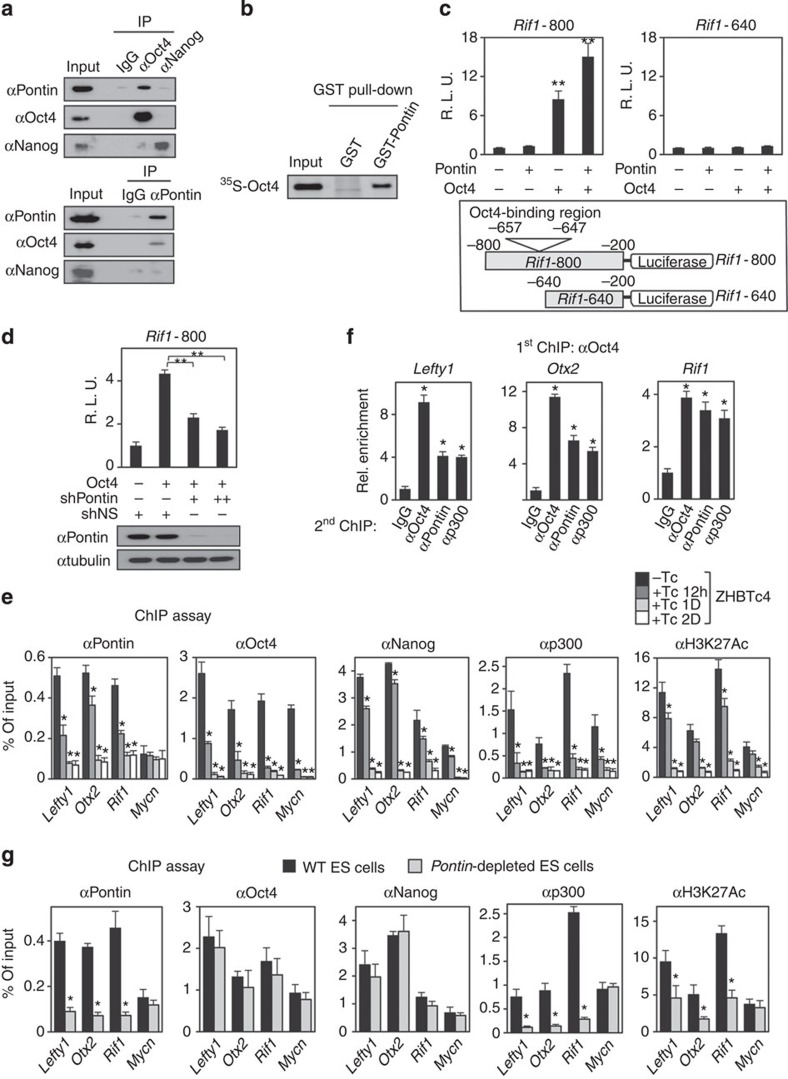
Pontin functions as a transcriptional coactivator for Oct4 in ES cells. (**a**) Specific association of Pontin with Oct4 at endogenous expression level in ES cells by reciprocal co-immunoprecipitation assay. Immunoblot analysis using antibodies specific for the indicated proteins from ES cells was shown. (**b**) GST pull-down assay was performed using *in vitro* translated ^35^*S*-methionine-labelled Oct4 with GST-Pontin. (**c**,**d**) Luciferase assay was performed with reporters driven by *Rif1* promoter possessing Oct4-binding elements (*Rif1*-800) or deleted Oct4-binding region (*Rif1*-640). Effect of Pontin expression on *Rif1*-800 or *Rif1*-640 promoter-luciferase activity in the presence of Oct4 (**c**) or effect of *Pontin* knockdown on *Rif1*-800 promoter luciferase activity (**d**) was shown. Luciferase activities were normalized by β-galactosidase activity. Values are expressed as mean±s.d. of three independent experiments. **P<0.01. (**e**) ChIP assays were performed on enhancers or promoters of Pontin-dependent or -independent Oct4 target genes with indicated antibodies in ZHBTc4 ES cells after vehicle or tetracycline treatment for indicated times. Values are expressed as mean±s.d. of three independent experiments. *P<0.05. (**f**) Two-step ChIP assays were performed in ZHBTc4 ES cells. The chromatin fractions were first subject to pull-down with anti-Oct4 antibodies, eluted from immunocomplexes and applied for the second pull-down with control IgG or the reciprocal antibodies. Values are expressed as mean±s.d. of three independent experiments. *P<0.05. (**g**) ChIP assays were performed on enhancers or promoters of Pontin-dependent or -independent Oct4 target genes with indicated antibodies in WT and *Pontin*-depleted ES cells. Values are expressed as mean±s.d. of three independent experiments. *p<0.05.

**Figure 5:**
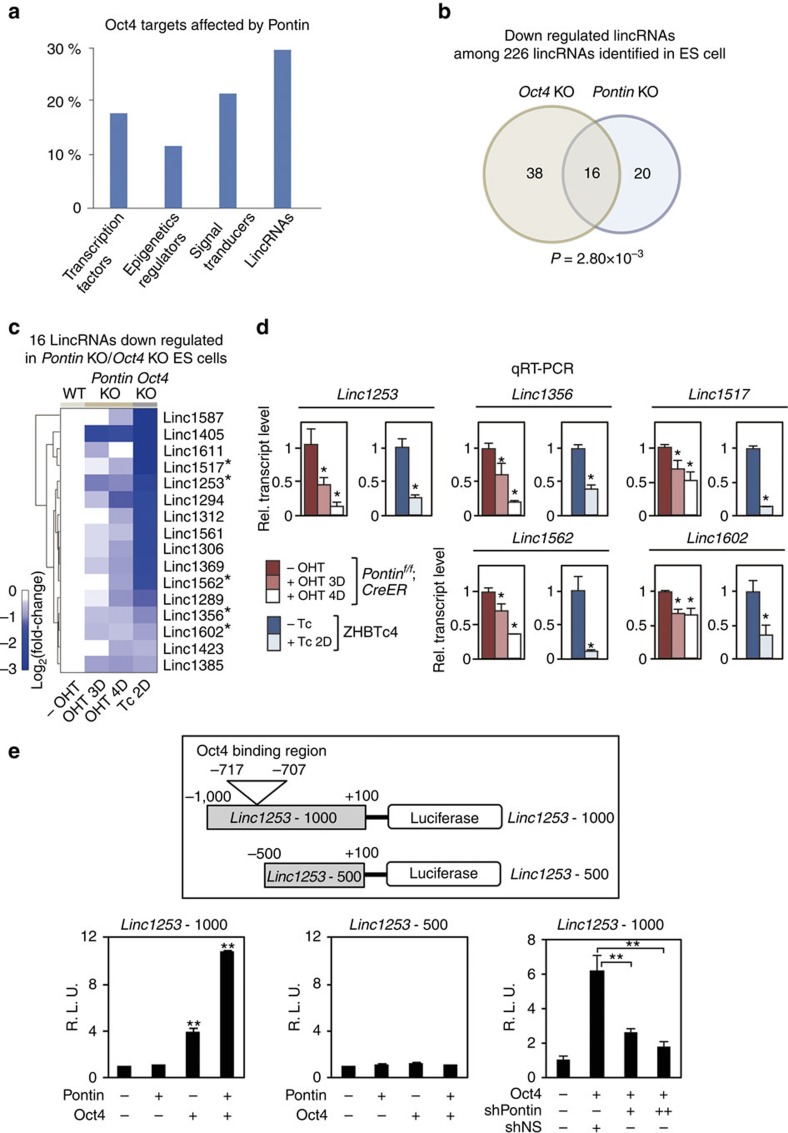
Pontin is required for transcription of a subset of lincRNAs regulated by Oct4. (**a**) Proportions of the downregulated genes in *Pontin*-depleted ES cells out of those in *Oct4*-depleted ES cells. (**b**) Venn diagram of the downregulated lincRNAs in *Oct4*-depleted and *Pontin*-depleted ES cells. Sixteen lincRNAs are downregulated in both *Pontin*-depleted and *Oct4*-depleted ES cells. (**c**) List of 16 lincRNAs that are downregulated in both *Oct4*-depleted and *Pontin*-depleted ES cells. Asterisk (*) denotes the lincRNAs previously reported to function in repression of lineage specification process in ES cells. (**d**) Quantitative RT-PCR analysis of five lincRNAs involved in repression of differentiation processes among 16 lincRNAs that are downregulated in both *Pontin*-depleted and *Oct4*-depleted ES cells. The quantity of lincRNA was normalized by using primers to detect *Gapdh*. Values are expressed as mean±s.d. of three independent experiments. *P<0.05. (**e**) Luciferase assay was performed with reporters driven by *linc1253* promoter possessing Oct4-binding elements (*linc1253*-1000) or deleted Oct4-binding region (*linc1253*-500). Luciferase activities were normalized by β-galactosidase activity. Values are expressed as mean±s.d. of three independent experiments. **p<0.01.

**Figure 6:**
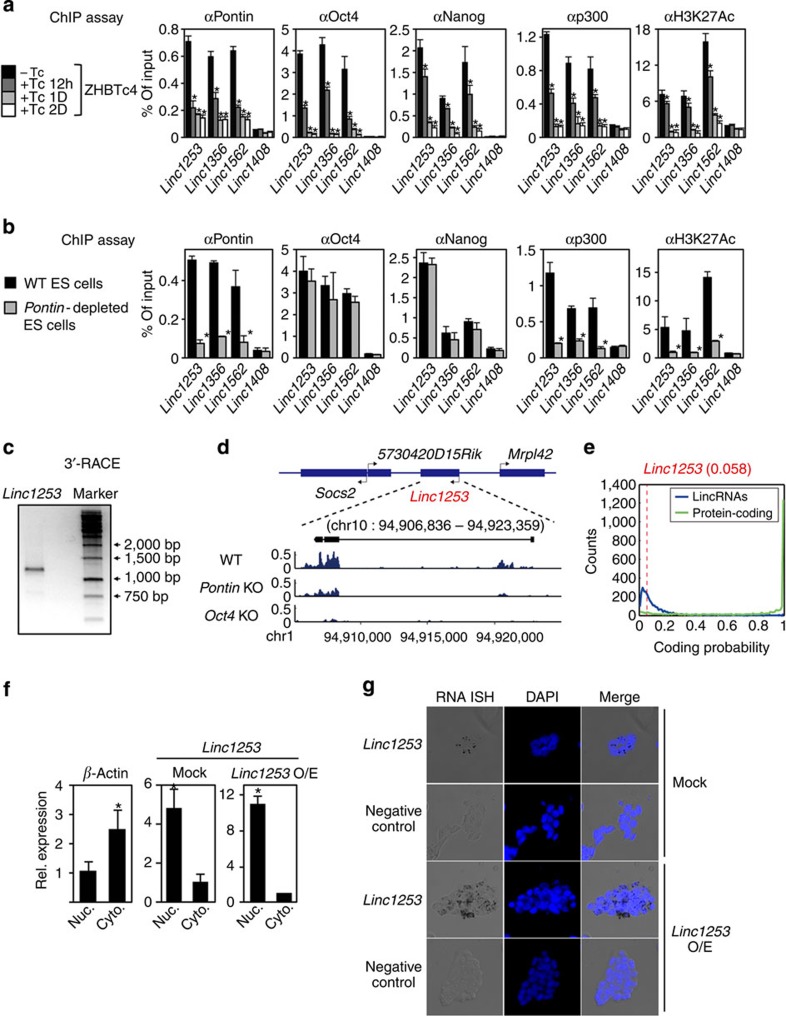
Characterization of *linc1253*, a Pontin-dependent Oct4 target lincRNA. (**a**,**b**) ChIP assays were performed on Pontin-dependent Oct4 target lincRNA loci with indicated antibodies in ZHBTc4 ES cells after vehicle or tetracycline treatment for indicated times (**a**) or in WT and *Pontin*-depleted ES cells (**b**). *Linc1408* is a negative control locus. Values are expressed as mean±s.d. of three independent experiments. *P<0.05. (**c**) 3′-RACE analysis of *linc1253* in ES cells. (**d**) Transcript structure and mRNA-sequencing reads of *linc1253* genes in WT, *Pontin*-depleted and *Oct4*-depleted ES cells. *Y* axis represents the read coverage for each base in *linc1253*. (**e**) Coding probability distributions of protein-coding genes (green) and lincRNAs (blue). A low coding probability of *linc1253* (0.058, red dotted line) suggests that *linc1253* is non-coding. (**f**) ZHBTc4 ES cells were fractionated into nuclear and cytoplasmic extracts. *β-Actin* and *linc1253* transcripts were quantified in both fractions by quantitative RT-PCR. Values are expressed as mean±s.d. of three independent experiments. *P<0.05. (**g**) Analysis of *linc1253* transcripts in ES cells by chromogenic RNA *in situ* hybridization. Antisense probes for *linc1253* or negative control probes were hybridized to fixed ES cells infected with Mock or *linc1253* overexpression (*linc1253* O/E) lentiviruses. *linc1253* expression was shown by chromogenic signals (dark dots) and nuclei were stained with DAPI (blue). Representative images are shown. Similar results were obtained from three independent experiments. Magnification × 40.

**Figure 7:**
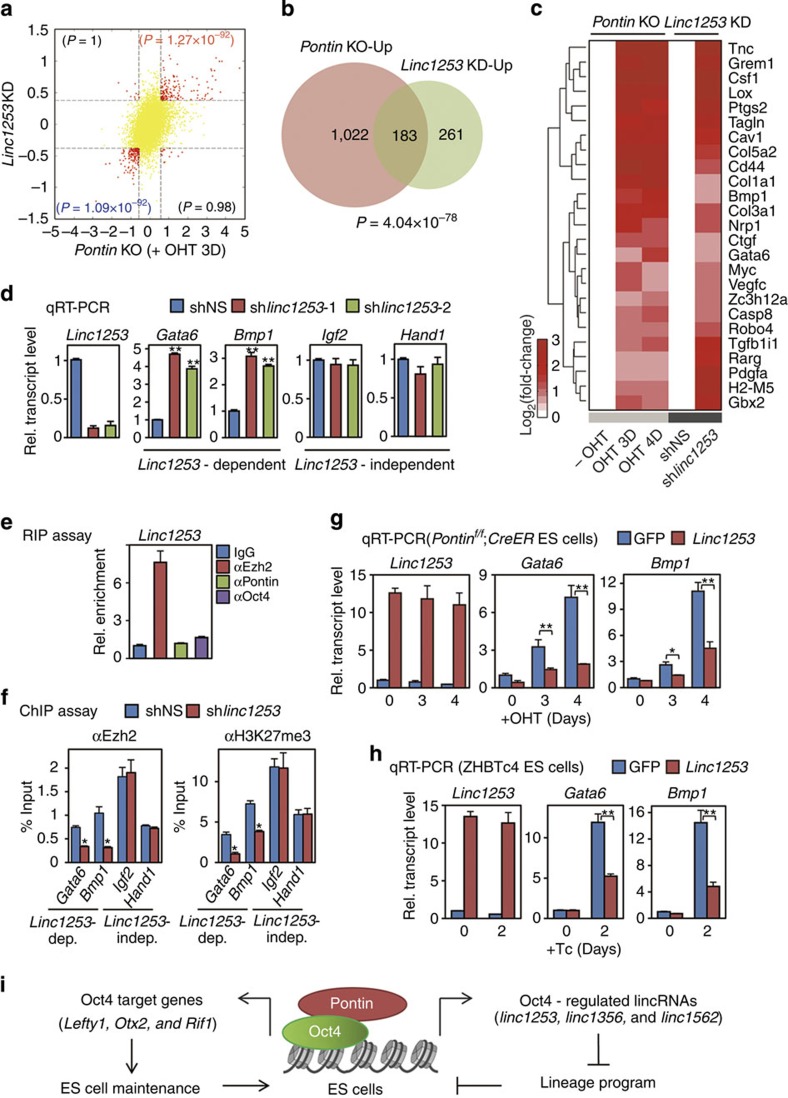
Molecular mechanism of cooperative regulation of *linc1253* by Oct4-Pontin module. (**a**) Comparison of log_2_-fold-changes between *Pontin*-depleted (OHT 3D) and *linc1253* knockdown ES cells. The scatter plot shows the DEGs (red dots) with consistent directions in *Pontin*-depleted ES cells and *linc1253* knockdown ES cells and non-DEGs (yellow dots). The significance for the number of genes in each quadrant was computed by Fisher's exact test. (**b**) Venn diagram representing the relationship between the upregulated genes in *Pontin-*depleted (Pontin KO-Up) ES cells and *linc1253* knockdown (linc1253 KD-Up) ES cells. (**c**) The genes related to differentiation among commonly upregulated by depletion of *Pontin* (OHT 3D and 4D) and knockdown of *linc1253* in ES cells. Colour bar represents the gradient of normalized log_2_-fold-changes. (**d**) Transcript levels of genes related to lineage specification or differentiation induced by *linc1253* knockdown. For knockdown of *linc1253*, lentiviral shRNA against *linc1253* was infected into ZHBTc4 ES cells. The quantity of lincRNA and mRNA was normalized by using primers to detect *Gapdh*. Values are expressed as mean±s.d. of three independent experiments. **P<0.01. NS=not statistically significant. (**e**) RNA-IP (RIP) assay. RIP of *linc1253* was performed using anti-Ezh2, anti-Pontin or anti-Oct4 antibodies. RIP enrichment was measured by qRT-PCR and values were normalized to background immuno-precipitation measured by IgG. Values are expressed as mean±s.d. of three independent experiments. (**f**) ChIP assays were performed on indicated gene loci for Ezh2 and trimethylation of histone H3K27 in ES cells infected with shNS (blue bars) or sh*linc1253* (red bars) lentiviruses. Values are expressed as mean±s.d. of three independent experiments. *P<0.05. (**g**,**h**) Effects of ectopic expression of linc1253 on *Gata6* and *Bmp1* genes involved in differentiation in *Pontin*-depleted ES cells (**g**) and *Oct4-*depleted ES cells (**h**). Values are expressed as mean±s.d. of three independent experiments. **P<0.01. (**i**) Schematics showing function of Pontin as a transcriptional coactivator for Oct4 target protein-coding genes involved in the ES cell maintenance and Oct4 target lincRNAs involved in repression of differentiation processes in ES cells.

# Supplementary material for: Pontin functions as an essential coactivator for Oct4-dependent lincRNA expression in mouse embryonic stem cells
**Source:** Nat Commun. 2015 Apr 10;6:6810. doi: 10.1038/ncomms7810
**Supplement:** Supplementary Information — Supplementary Figures 1-5 and Supplementary Table 1

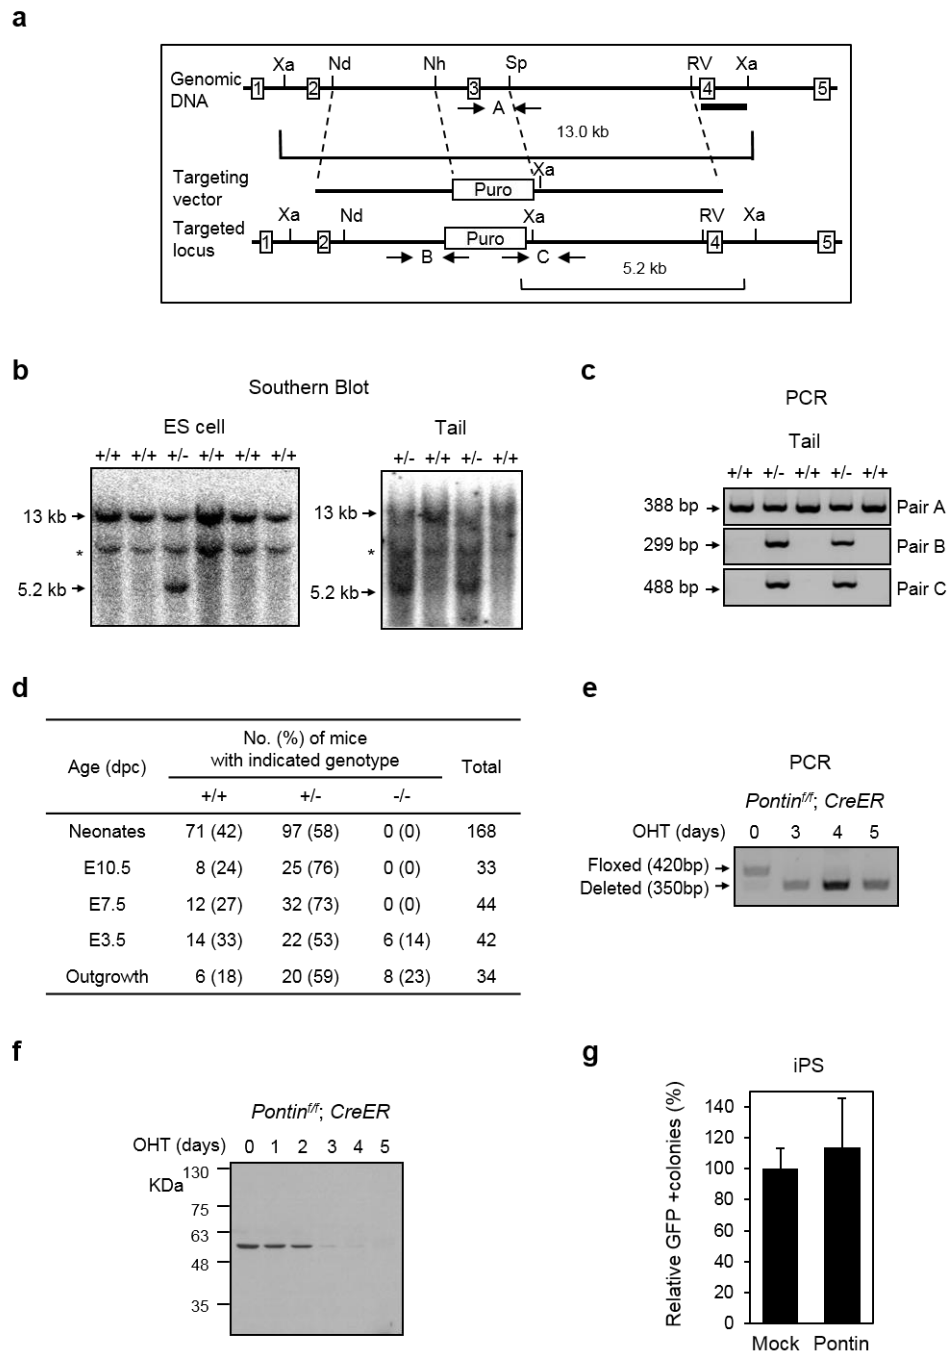

## Supplementary Figure 1. *Pontin*-deficient mice are embryonic lethal

(a) Schematics of the mouse *Pontin* locus, targeting vector, and targeted allele after homologous recombination. Open boxes denote exons. The pgk-puromycin (Puro) resistance cassette replaces

exon 3. The position of 3' probe is represented by black box. Xa, XbaI; Nd, NdeI; Nh, NheI; Sp, SpeI; RV, EcoRV. **(b)** Southern blot analysis to screen correctly targeted ES cells (left panel) or heterozygous mice (right panel). After XbaI digestion, the bands representing WT and mutant alleles were 13.0 kb and 5.2 kb, respectively. **(c)** PCR analyses with genomic DNAs extracted from tails of WT or heterozygous mice for genotyping. Tail DNAs were genotyped by PCR using the each pair of primers (indicated in panel **a**). **(d)** Genotypes of progeny from *Pontin*-heterozygous intercrosses. The numbers in parentheses refer to the percentage of each genotype per total embryos or neonates. **(e)** PCR analyses with genomic DNAs extracted from *Pontin*<sup>ff</sup>; *CreER* ES cells at 0, 3, 4 and 5 days after treatment with OHT. **(f)** Immunoblot analysis showing depletion of *Pontin* in *Pontin*<sup>ff</sup>; *CreER* ES cells at 1 to 5 days after treatment with OHT. There are no truncated forms of Pontin proteins. **(g)** An effect of Pontin overexpression on Reprogramming efficiency during OSK-mediated reprogramming of pOct4-MEFs to iPSCs.

**Supplementary Figure 2**

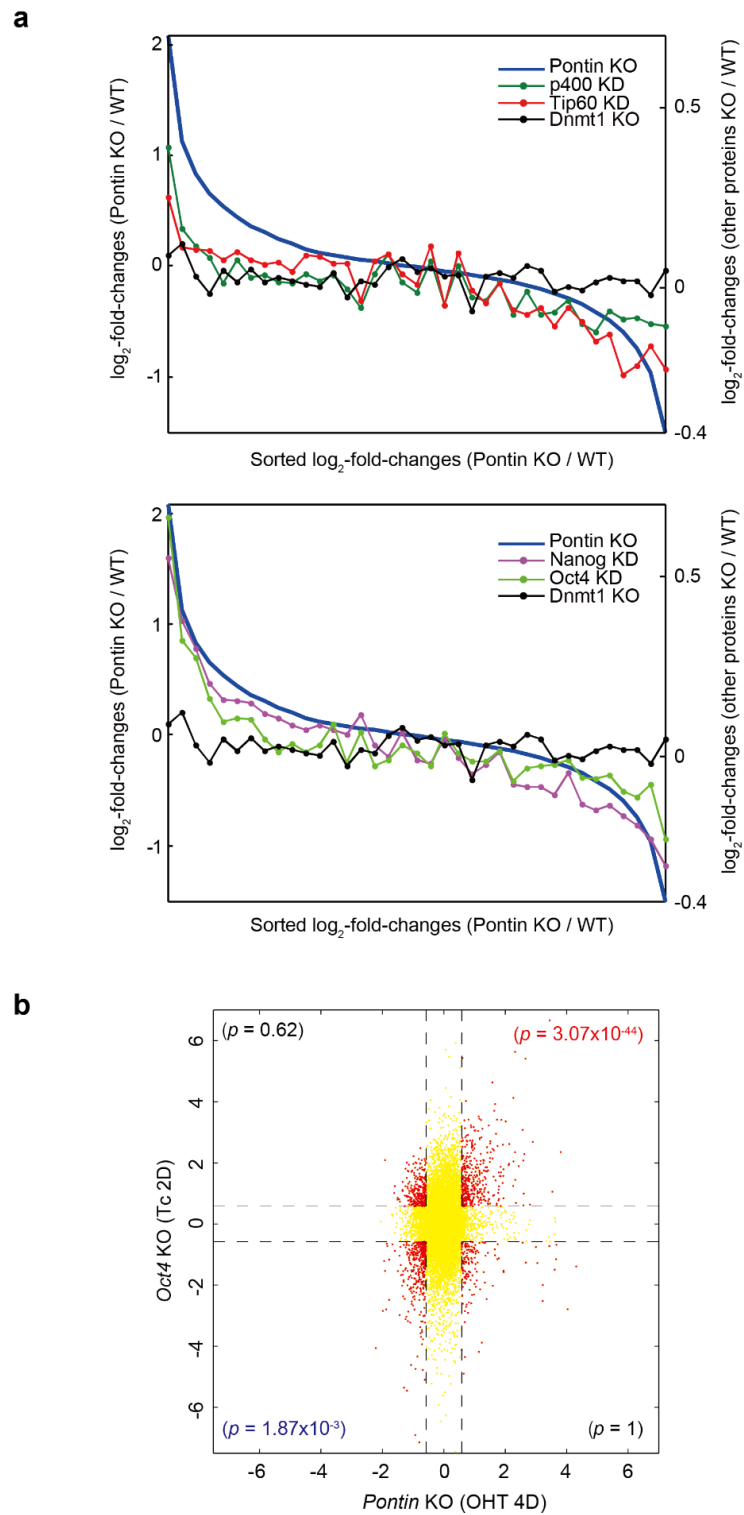

**Supplementary Figure 2. Comparative expression analyses of *Oct4*- and *Pontin*-depleted ES cells**

**(a)** Comparisons of  $\log_2$ -fold-changes by *Pontin* depletion with those by Tip60, p400, Oct4, Nanog, and Dnmt1. X-axis indicates the sorted genes by  $\log_2$ -fold-changes for *Pontin*,  $\log_2(\text{Pontin-depleted ES cells/WT ES cells})$ . Left Y-axis indicates the mean  $\log_2$ -fold-changes by *Pontin* depletion in individual bins of the sorted genes (400 genes/bin), and right Y-axis indicates the mean  $\log_2$ -fold-changes by depletion of the other factors for the genes in the individual bins defined by *Pontin*. **(b)** Comparison of  $\log_2$ -fold-changes in gene expression of *Pontin*-depleted ES cells at 4 days post-OHT treatment (OHT 4D) with those of *Oct4*-depleted ES cells at 2 days post-Tc treatment (Tc 2D). 

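For OHT 4D and Tc 2D, 398 genes were upregulated by both depletions, against 209 for independent calls, a ratio of 1.91. The downregulated genes shared 348, against 309, a ratio of 1.13. That ratio was 0.81 with the ZHBTc4 control libraries and 0.99 for genes with a CPM above 5. It rose to 1.52 without a filter on low values and to 1.98 at an absolute log2-fold-change above 1. Libraries simulated as unchanged against the same WT library shared 52.7 upregulated and 38.5 downregulated genes, with ratios of 13.2 and 10.2. Those ratios rest on far fewer calls at Tc 2D than in the data and cannot be compared with 1.91 and 1.13. The Pearson correlation across expressed genes was 0.122, against 0.514 in these simulated libraries. Noise against a shared library sets the simulated value by itself, so that it gives no scale for the data.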

In the scatter plot, the red dots represent the DEGs ( $\geq 1.5$ -fold) between *Pontin*-depleted ES cells versus WT and *Oct4*-depleted ES cells versus WT. In each quadrant, the significance for the number of shared DEGs in *Pontin*- and *Oct4*-depleted ES cells, compared to WT ES cells, was computed by Fisher's exact test.

Supplementary Figure 3

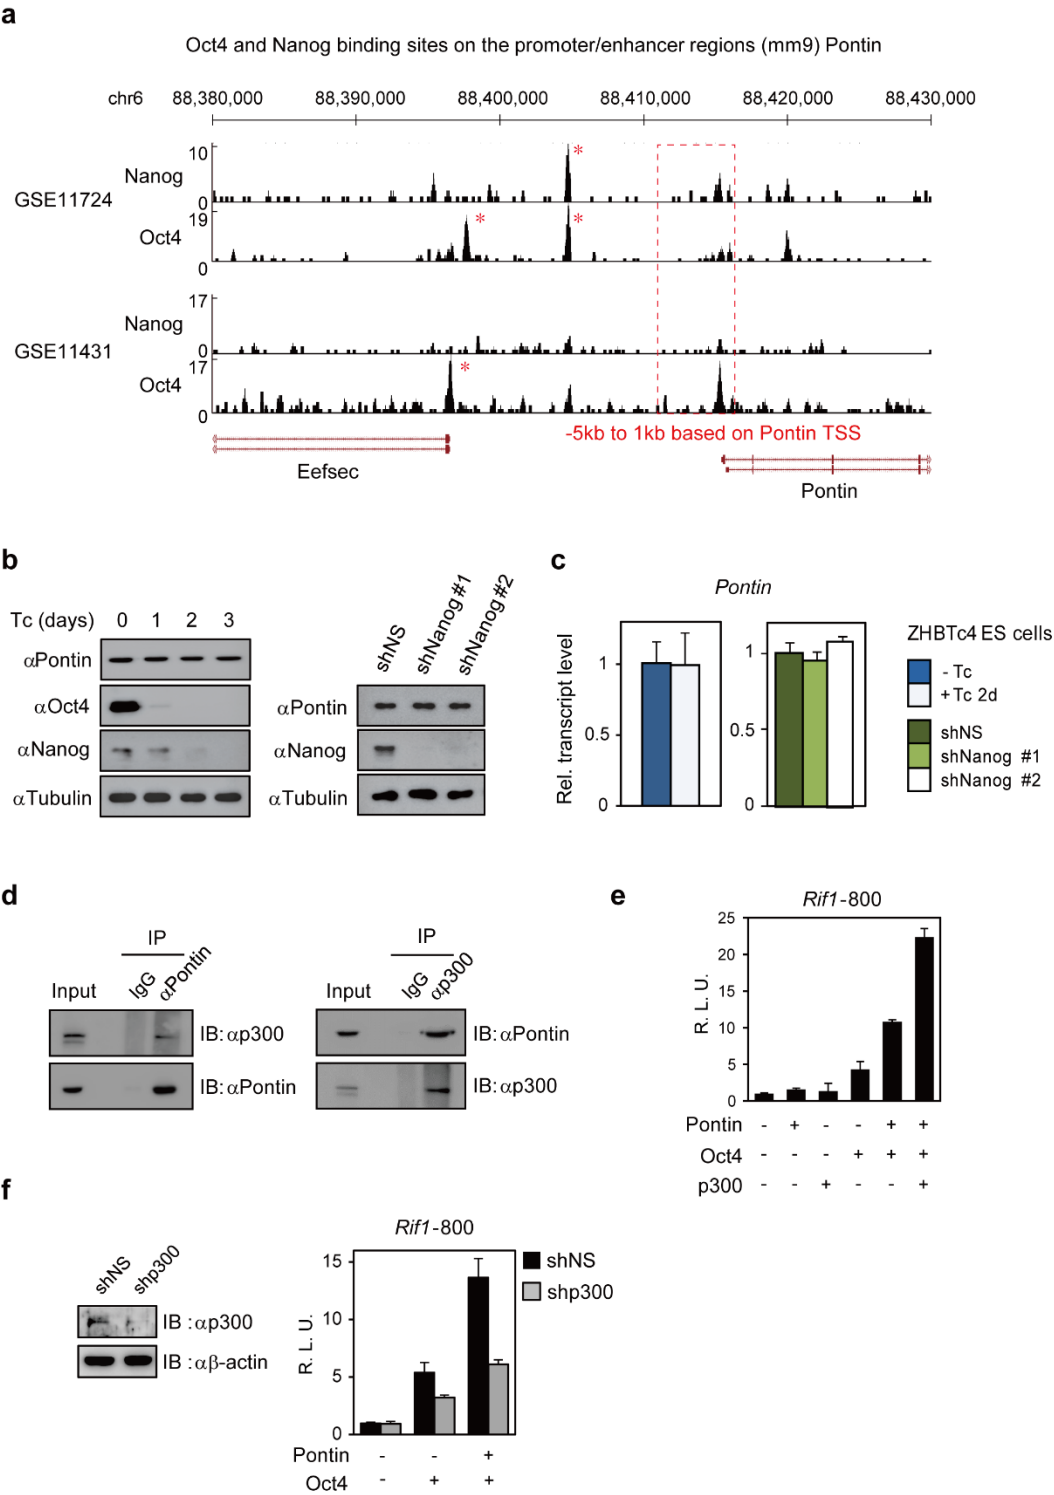

### **Supplementary Figure 3. Oct4 and Nanog do not influence the expression of Pontin**

(a) Oct4 and Nanog binding sites in the promoter/enhancer region of Pontin. Two different sets of ChIP-sequencing data (GSE11431 and GSE11724) were used to explore the binding sites for Oct4 and Nanog. The binding sites of Oct4 and Nanog are represented as red asterisks. The inner red box indicates the genomic region between 5 kb upstream and 1 kb downstream from the TSS of Pontin. (b) Immunoblot analysis was performed using extracts from ZHBTc4 ES cells treated with Tc for 0, 1, 2 and 3 days (left panel) or infected with control or shNanog lentivirus (right panel). Indicated antibodies were used. (c) Quantitative RT-PCR analysis of Pontin with *Oct4*-depleted or *Nanog* knockdown ES cells. (d) Association of Pontin with p300 at endogenous expression level in ES cells by reciprocal co-immunoprecipitation assay. Immunoblot analysis using antibodies specific for the indicated proteins in ES cells was shown. (e, f) Luciferase assay was performed with reporters driven by *Rif1-800* promoter. Effects of p300 overexpression (e) or p300 knockdown (f) on *Rif1-800* promoter-luciferase activity were shown in the presence of Pontin and Oct4. Luciferase activities were measured and normalized by  $\beta$ -galactosidase activity. Values are expressed as mean  $\pm$  SD of three independent experiments.

Supplementary Figure 4

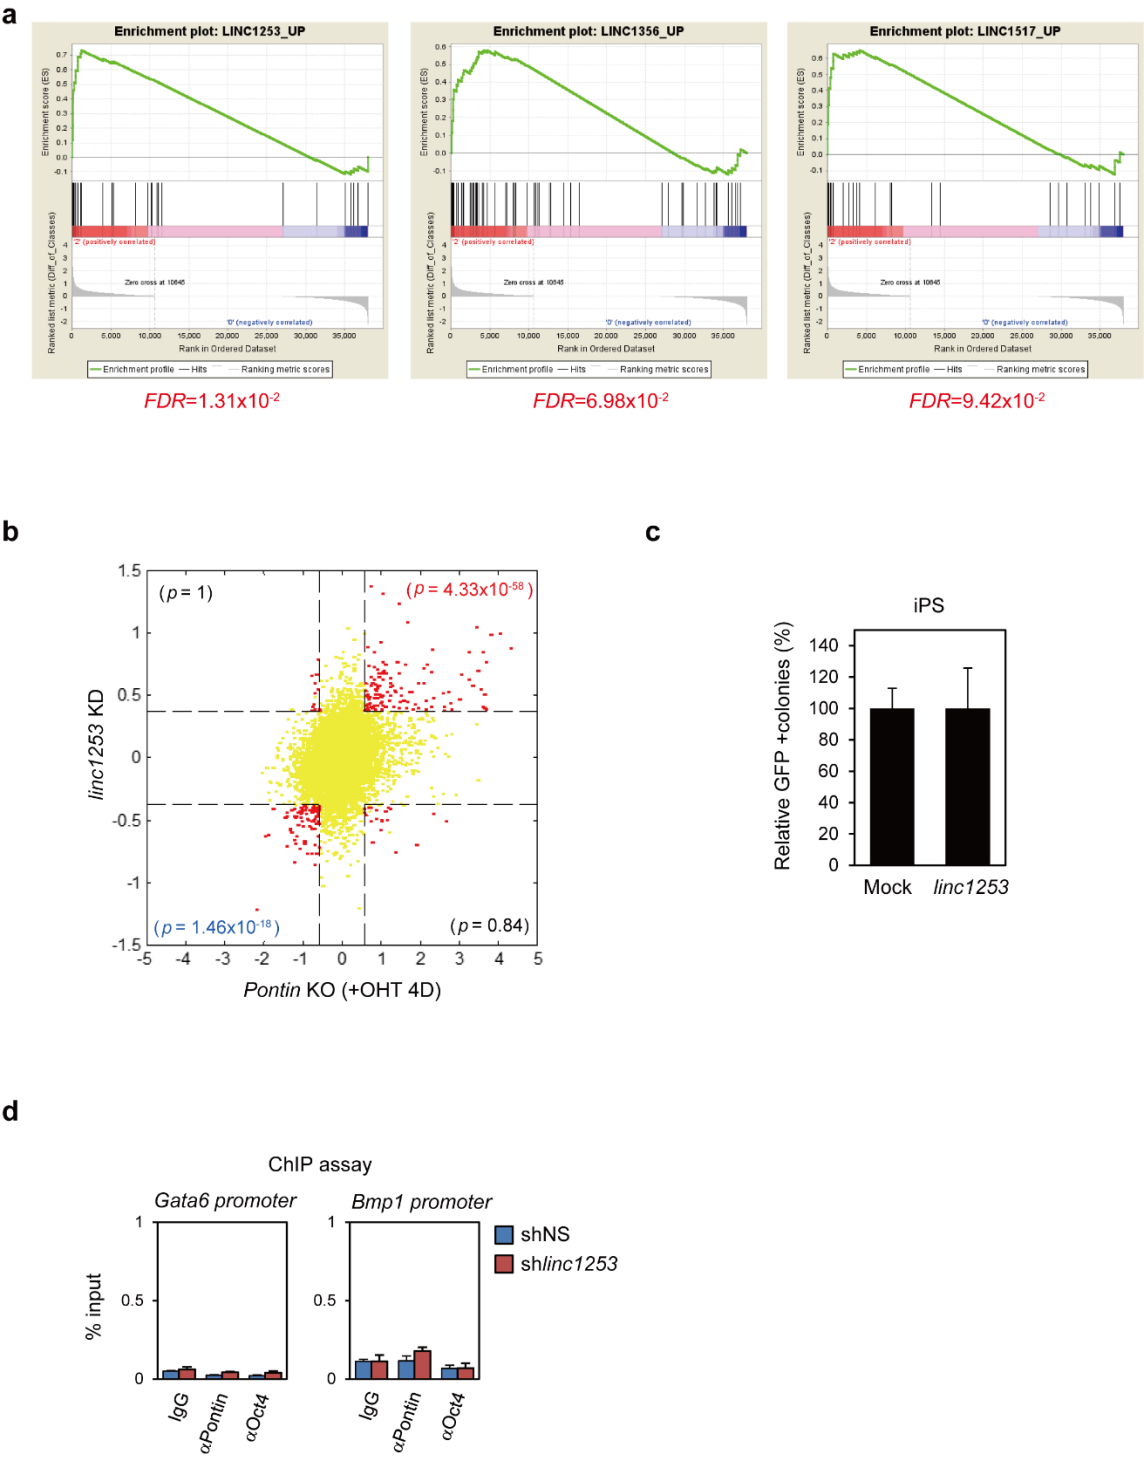

**Supplementary Figure 4. Expression correlation between *Pontin*-depleted and *linc1253* knockdown ES cells**

(a) Gene Set Enrichment Analysis (GSEA) between *Pontin*-depleted and *lincRNA* knockdown ES cells. For this analysis, we used a GSEA tool. This tool first ranked the genes based on their  $\log_2$ -fold-changes in the comparison of *Pontin*-depleted ES cells (OHT 4D) versus WT. In the enrichment plot, the histogram of  $\log_2$ -fold-changes for the ranked genes is shown at the bottom, and the gradient of  $\log_2$ -fold-changes is shown in the color bar in the middle (up-regulated genes were denoted as ‘positively correlated’ while down-regulated genes were denoted as ‘negatively correlated’ in *Pontin*-depleted ES cells). For each *lincRNA*, we obtained the up-regulated genes by knockdown of the *lincRNA* in ES cells previously reported. Based on the rank correlation of the up-regulated genes between the *lincRNA* knockdown and *Pontin*-depleted ES cells, the GSEA tool computes the enrichment score profile and then the false discovery rate (FDR) representing the significance of the enrichment. Of the 16 *lincRNAs* co-regulated by both *Pontin* and Oct4, 5 *lincRNAs* (*linc1253*, *linc1356*, *linc1517*, *linc1562*, and *linc1602*) have been shown to function as repressors of lineage differentiation program in ES cells. Among the 5 *lincRNAs*, 3 *lincRNAs* (*linc1253*, *linc1356*, and *linc1517*) with  $\text{FDR} < 0.1$  whose knockdown led to significant shared changes by *Pontin* depletion in ES cells were shown here. (b) Comparison of  $\log_2$ -fold-changes in gene expression of *Pontin*-depleted ES cells (OHT 4D) with those of *linc1253* knockdown ES cells. 

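At OHT 4D, the Pearson correlation across genes with the log2-fold-changes by linc1253 knockdown was 0.282. It was 0.0984 without control replicate 2 and 0.387 without control replicate 1. Knockdown replicate 1 gave 0.103 over control replicate 1 and 0.289 over control replicate 2, and knockdown replicate 2 gave 0.0781 and 0.395. The difference between control replicate 2 and control replicate 1 had a correlation of -0.22 with the change at OHT 4D.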

In the scatter plot, the red dots represent the DEGs in the comparisons of *Pontin*-depleted ES cells versus WT and *linc1253* knockdown ES cells versus WT. In each quadrant, the significance for the number of shared DEGs in *Pontin*-depleted and *linc1253* knockdown ES cells, compared to WT ES cells, was computed by Fisher’s exact test. (c) An effect of *linc1253* overexpression on Reprogramming efficiency during OSK-mediated

reprogramming of pOct4-MEFs to iPSCs. **(d)** ChIP assays were performed on indicated gene loci for control IgG, anti-Pontin and anti-Oct4 antibodies in ES cells infected with shNS (black bars) or *shlinc1253* (gray bars) lentiviruses. Neither Pontin nor Oct4 is recruited to these gene loci. Values are expressed as mean  $\pm$  SD of three independent experiments. \* $p < 0.05$ .

Supplementary Figure 5. Original images of the cropped blots shown in the paper

**Supplementary Table 1. List of antibodies used in the study**

| Antibody                          | Vendor/<br>Source                             | Catalog<br>number | IB     | IF    | IP   | ChIP   | RIP  | FACS  |
|-----------------------------------|-----------------------------------------------|-------------------|--------|-------|------|--------|------|-------|
| anti-Oct4 (C-10)                  | Santa Cruz                                    | sc-5279           | 1/1000 | 1/100 | 2 µg | 1 µg   | 1 µg |       |
| anti-Pontin<br>(SAB4200194)       | Sigma-Aldrich                                 | SAB4200194        | 1/1000 | 1/100 | 2 µg | 8 µg   | 1 µg |       |
| anti-Nanog                        | abcam                                         | Ab21624           | 1/1000 |       | 2 µg | 1 µg   |      |       |
| anti-Ezh2                         | BD bioscience                                 | #621667           |        |       |      | 1 µg   | 1 µg |       |
| anti-histone<br>H3K27Ac           | abcam                                         | ab4729            |        |       |      | 0.5 µg |      |       |
| anti-p300 (C-20)                  | Santa Cruz                                    | sc-585            | 1/1000 |       | 2 µg | 2 µg   |      |       |
| anti-p300 (N-15)                  | Santa Cruz                                    | sc-584            |        |       |      | 2 µg   |      |       |
| anti-p300 (H-272)                 | Santa Cruz                                    | sc-8981           |        |       |      | 2 µg   |      |       |
| anti-H3                           | Cell Signaling<br>Technology                  | #2650             |        |       |      | 1 µg   |      |       |
| anti-SSEA-1                       | R&D systems                                   | MAB2155           |        | 1/100 |      |        |      |       |
| anti-BrdU                         | Developmental<br>Studies<br>Hybridoma<br>Bank | G3G4              |        |       |      |        |      | 1/100 |
| Alex Fluor 488<br>goat anti-mouse | Invitrogen                                    | A-11001           |        |       |      |        |      | 1/100 |

IB, Immunoblot; IF, Immunofluorescence; IP, Immunoprecipitation; ChIP, ChromatinIP; RIP, RNA IP; FACS, Fluorescence-activated cell sortingS

How the deposited data were processed for this re-analysis (not part of the article)

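The mRNA sequencing covers 8 libraries. Pontinf/f; CreER ES cells gave 1 library each for WT, OHT 3D and OHT 4D, and ZHBTc4 ES cells gave 1 library at Tc 2D. ZHBTc4 cells infected with lentivirus for 4 days gave 2 libraries with a control shRNA and 2 with an shRNA against linc1253. The ChIP-seq covers 1 Pontin and 1 GFP library of ZHBTc4 cells. Conditions were taken from the sample labels and the paper.

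The authors deposited the mRNA values as CPM. According to the paper, reads were trimmed with cutadapt, aligned to NCBIM37 with TopHat, counted on genes with HTSeq and normalized by TMM in edgeR. The first 4 libraries and the 4 shRNA libraries are in separate tables, each normalized on its own. Every CPM was a whole number of reads times one step per library, within 0.01 read for 100% of the values, and the reads recovered this way ranged from 17187595 to 37951742 per library. The CPM of a library summed to between 638591 at Tc 2D and 1015095 in control replicate 2. Gene symbols were matched for 22337 of 22713 IDs. The deposited ChIP-seq files give 1 line per read with the mapping quality score that the alignment gave it. The lowest score was 5 for GFP and 6 for Pontin. No duplicate reads were removed.

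For Pontin and Oct4 depletion, genes above 1 CPM in at least 1 of the 4 libraries were kept, 1 was added to the CPM, and an absolute log2-fold-change above 0.58 was a call, as the paper states. Shared calls were compared with the number that independence gives, and with 200 simulations of unchanged libraries that share the WT library and spread like the shRNA control libraries. No p across genes is given. A seeded test on simulated data with 200 genes changed 4-fold recovered 100% of them for Pontin and Oct4 depletion among 13057 genes, and 6.84% of unchanged genes were called. For linc1253 knockdown, limma 3.58.1 with trend was fitted to log2 of CPM plus 1, 2 libraries against 2, with Benjamini-Hochberg adjustment. The quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads. On simulated data with 200 genes changed 4-fold among 13407, each of these tools recovered 100%, and called 0.182% (limma), 0.197% (edgeR) and 0.182% (DESeq2) of unchanged genes. Unchanged genes made up 10.7%, 11.5% and 10.7% of their calls. A 4-fold change is larger than that of Sall3, the largest rise reported here, with a log2-fold-change of 1.39. The recovery therefore does not speak to changes of the size seen here. DESeq2 gave no adjusted p for 1560 genes.

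For ChIP-seq, reads were counted from 2.5 kb upstream to 500 b downstream of the start site of each protein-coding gene in the NCBIM37 annotation, scaled by library size and binned by 500 genes. On simulated data with 4-fold more Pontin reads at 200 of 21178 promoters, the median log2 ratio recovered was 2.04. Of those promoters 98% were above 1, and of unchanged promoters 0.815%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and R 4.3.3 were used. Intervals and the limit that a count of 0 allows, 3 reads, cover counting error only, since reads without molecular identifiers are not independent molecules.

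Genes named in the text were all those that the paper's results name for an mRNA, quantitative RT-PCR or ChIP result. To these were added, per comparison, the 5 largest rises and 5 largest falls among genes with a mean CPM of at least 5 that changed the same way at both OHT time points or in all 4 pairs of shRNA libraries. Not every gene that this rule selects is reported here. Marker lists for feeder fibroblasts, primitive endoderm, trophectoderm, p53 targets, pluripotency, Y-linked genes and Xist were set in advance. Their medians were set beside 10000 random lists of the same size matched on mean expression. The Xist list had 0 genes to follow, and the Y-linked list had a median log2-fold-change of 5.48 at Tc 2D over 3 expressed genes.

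Alternatives were a pseudocount of 0.5 or 3, no filter on low values, a filter at a CPM of 5, median-ratio rescaling, an absolute log2-fold-change above 1, calls at both time points, and the ZHBTc4 control libraries as the control for Oct4 depletion, the last also on one median-ratio scale. For linc1253 they were limma without trend or with replicate number as a block, edgeR, DESeq2, the combination of the edgeR exact test with a log2-median ratio test by Stouffer's method, and leaving out each library. For ChIP-seq they were 1 read per position and strand, scaling by the median ratio over regions, regions of 1 kb either side of the start site, and promoters with at least 50 GFP reads. Not analysed here were lincRNAs, 5730420D15Rik, Gene Ontology enrichment, the binding data of other factors, and all quantitative RT-PCR.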

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

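Of the tests here, the one of Y-linked reads after Pontin depletion, the ones of fibroblast genes in single knockdown libraries and the one of shared upregulated genes without knockdown replicate 2 were chosen only after the result was seen. The other tests, the marker lists and the alternatives were set before the data were examined, apart from those named as chosen later.

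The first group of results moved in opposite directions at OHT 3D and OHT 4D. With 1 library per time point the difference was not tested. It covers 25 genes that passed the threshold both ways. It also covers genes named in the paper whose counting interval held a single sign at each time point. These were Rif1 (0.39 at OHT 3D and -0.79 at OHT 4D), Ep300 (0.076 and -0.87) and Mrpl42 (-0.18 and 0.14). Pou5f1 (-0.025 and 0.20) and Socs2 (-0.022 and 0.011) changed sign too, but their intervals at OHT 3D held both signs. A difference between the days and a difference between single libraries stay open, and neither was tested.

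Fibroblast genes gave a signal that the paper does not discuss. Of the list, 24 genes were below 15 CPM in WT, control replicate 1 and knockdown replicate 1, and above 1 CPM at OHT 3D. That choice favours a rise at OHT 3D and in the libraries of replicate 2. These 24 genes summed to 73.0 CPM in WT, 721 at OHT 3D and 820 at OHT 4D. In the whole list, 28 of 32 expressed genes rose above 0.58 at OHT 3D, and the quartiles of the rise were 1.15 and 3.09 on the log2 scale, so that the factor varied between genes. Among abundant members, Thbs1 rose from 13.7 to 154 CPM, while Fn1, at 794 CPM in WT, was at 642. The rise as a set is in line with a larger share of feeder fibroblasts, which the paper says were used for some cultures. Differentiation of Pontin-depleted ES cells may raise such genes too and stays open, since the design has no library that separates the 2 explanations. Of the 35 genes, 21 were above 1 CPM in WT ES cells and 0 are on another list. Reads on 4 Y-linked genes, absent from WT with 0 reads, appeared with 8 at OHT 3D and 5 at OHT 4D. Cells with a Y chromosome and stray reads from the library of ZHBTc4 cells cannot be told apart with so few reads.

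In linc1253 knockdown replicate 2 the same 24 genes summed to 193 CPM, against 63.8 in replicate 1 and 61.9 and 83.0 in the controls. Over both knockdown libraries the median log2-fold-change of the list was 0.40, with 8 of 30 genes above 0.58, which decides nothing about feeder cells over both libraries, since 1 library carries it. The median in replicate 1 alone was -0.087, so that the rise is in replicate 2. The level of linc1253 in each library was not analysed here, and an unequal knockdown stays open as a source. The CPM that replicate 2 gained over replicate 1 followed, across the 24 genes, the CPM gained at OHT 3D over WT, with a Pearson correlation of 0.984, above 99.98% of 10000 random sets of other genes upregulated at OHT 3D. That is consistent with a larger share of feeder fibroblasts in replicate 2. The controls differed alike but less, with a correlation of 0.922 and 21.1 CPM gained in replicate 2. Of the 183 genes that the paper's upregulated list shares with the Pontin calls, 54 were higher in knockdown replicate 2 than in replicate 1 by more than 0.58, or 29.5%, against 1.53% of the other genes of that list. Of the 183 genes, 17 are on the fibroblast list. Without knockdown replicate 2, the shared upregulated genes stood at 4.80 times the number for independent calls, which argues against this library as the whole source of the overlap.

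Y-linked genes gave a signal outside what the paper discusses. Eif2s3y was at 51.1 CPM at Tc 2D, at 68.4 and 61.2 in the shRNA controls and at 64.8 and 52.9 after linc1253 knockdown, with 0 in WT. All libraries with this signal are of ZHBTc4 cells, and WT is of Pontinf/f; CreER cells, so that the rise at Tc 2D against WT goes with the cell line. No biological explanation was tested, since the design does not vary Y-linked genes within a line.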

How the results depend on the processing

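The setting with ZHBTc4 control libraries on one scale was chosen after seeing the data. Over results that answer a comparison, 107 values under alternatives stayed within the margin set for them, 62 moved beyond it and 3 reversed. For named genes, 406 stayed within the margin, 136 moved beyond it, 9 for linc1253 knockdown passed the paper's limits that they had missed, and 3 that were past the threshold of 0.58 reversed. The margin and the threshold are separate. For named genes after Pontin or Oct4 depletion, 4 values came to pass 0.58 and 8 no longer passed it, besides the 3. At Tc 2D with the ZHBTc4 control, Rif1 went from -0.46 to -0.71, Tpm1 from 0.53 to 1.11 and Mrpl42 from -0.58 to -1.06, past the threshold, while Ptch1 went from -1.17 to -0.01 and Ep300 from 0.64 to 0.57, short of it. At OHT 3D, Gata6 went from 0.86 to 0.48 with a pseudocount of 3. Of the 406, the values of Cd44 and Timp2 at Tc 2D, both short of the threshold, changed sign with the ZHBTc4 control, from 0.18 to -0.22 and from 0.12 to -0.01. For linc1253 knockdown, these numbers cover the genes that the text reports for it, a limit chosen after seeing the values. For each change below the cause was not tested, unless fewer genes or libraries are named as the setting itself.

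With a pseudocount of 3, genes upregulated after Pontin depletion fell to 693, and those of them and of the downregulated genes changed at Tc 2D to 367 and 571. The ratio of shared downregulated genes at OHT 3D was 2.20, the linc1253 calls at the paper's limits were 164 up and 164 down, and their shared ratio with Pontin was 8.47. Without a filter, the shared ratios were 2.38 up and 2.35 down at OHT 3D and 2.41 up and 1.52 down at OHT 4D, and the linc1253 correlations were 0.400 at OHT 3D and 0.263 at OHT 4D. With a CPM above 5, which leaves fewer genes, the shared ratios were 2.23 up at OHT 3D and 2.20 up and 0.99 down at OHT 4D, the last reversed. The linc1253 calls were 188 up, their ratio 7.51 and their correlation at OHT 3D 0.463.

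An absolute log2-fold-change above 1 gave 411 and 308 Pontin calls and 1718 and 1696 Oct4 calls, with 181 and 125 of the Pontin calls changed at Tc 2D. The shared ratios were 2.39 up and 3.87 down at OHT 3D, and 2.81 up and 1.98 down at OHT 4D. Calls at both time points numbered 450 and 283, with 295 and 180 changed at Tc 2D, and the linc1253 ratio was 6.98.

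With the ZHBTc4 control libraries, the shared ratios were 1.49 up and 1.10 down at OHT 3D and 1.55 up and 0.81 down at OHT 4D, the last reversed, and the correlation at OHT 3D was 0.0526. On one scale they were 1.33, 1.16, 1.39 and 0.84, the last reversed, and the correlation was 0.0460. The Oct4 calls were 2483 up and 3835 down on the deposited scales and 3268 up and 2954 down on one scale. Ddx3y, Eif2s3y and Gm9000 reversed at Tc 2D against the ZHBTc4 control, to -0.15, -0.34 and -1.21.

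For linc1253 knockdown at an adjusted p of 0.05, DESeq2 called 23 up and 27 down. Leaving out 1 library gave 0 to 16 up and 0 to 3 down, with the lone library assumed to vary like the other group. With replicate number as a block, limma called 933 up and 1027 down. The samples share only a number, and the paper names no pairing. Deviations of same-numbered libraries had a correlation of 0.673 across genes. At the paper's limits, leaving out 1 library gave 283 to 454 up and 273 to 525 down, the highest without control replicate 2. The correlation at OHT 3D ranged from 0.206 to 0.505 and at OHT 4D from 0.0984 to 0.387, and the shared ratio from 3.44 to 6.43.

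For the first bin of Pontin ChIP-seq, 1 read per position and strand gave 1.95, scaling by the median ratio 1.78, and 1 kb either side of the start site 2.74. At least 50 GFP reads left 469 promoters, fewer than the 500 of a bin, so that there was no first bin. The mean over all 469 was -0.67, for promoters chosen by a high count in the denominator. The lincRNA comparison was not analysed here and has no value. Depth limits single promoters, with a median of 24 GFP reads.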

Differences from the paper's values

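The overlap with the paper's own list of genes was chosen only after the result was seen. The paper's overlap of genes upregulated by linc1253 knockdown and by Pontin depletion is about 180 genes in Fig. 7b, read by eye, against 114 with limma at the paper's limits. Of the alternatives set before the data were examined, the value was within the margin with a pseudocount of 0.5 (123), without control replicate 1 (126), without control replicate 2 (121), without knockdown replicate 1 (177) and with the edgeR exact test and log2-median ratio test combined by Stouffer's method (179). It was outside it with a pseudocount of 3 (62), no filter (116), a CPM above 5 (66), median-ratio rescaling (113), calls at both time points (53) and without knockdown replicate 2 (91). Taking the paper's own list of upregulated genes and the Pontin calls made here gives 183, which equals the number printed in Fig. 7b. Against that number, the value without control replicate 2 (121) is outside the margin of 1.5 times.

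For the Pontin ChIP-seq, the paper's mean log2 ratio in the first bin of 500 genes is about 1.0 in Fig. 2f, read by eye, against 2.12. In the last full bin it is about -0.93 in Fig. 2f, read by eye, against -1.21. Every alternative set before the data were examined that gave a value stayed outside the margin for both bins, with 1.95 and -0.99 for 1 read per position and strand, 1.78 and -1.55 for scaling by the median ratio, and 2.74 and -1.09 for 1 kb either side of the start site.

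The paper says of the genes upregulated by Pontin depletion that most of them also rise after Oct4 depletion. The share was 43.9% of all 1205 genes. Of the 744 that changed either way after Oct4 depletion, 529 rose, or 71.1%. The paper names Rif1 as downregulated in Pontin-depleted ES cells and shows its reads at OHT 4D. There its log2-fold-change was -0.79 here, the same direction, and Rif1 counts as downregulated by the rule of either time point. Only OHT 3D, at 0.39, goes the other way. The paper selects Gata6 and Bmp1 among genes upregulated by linc1253 knockdown, and limma at the paper's limits called neither (unadjusted p of 0.354 and 0.115). Both were called with the edgeR exact test and log2-median ratio test combined, with replicate number as a block and without knockdown replicate 1.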

Other observations

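Of the tests in this part, those of the shared downregulated genes, of the shared upregulated genes at OHT 4D, of GC content and of the Y-linked genes in ChIP-seq were chosen only after the result was seen.

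The comparisons of Pontin and Oct4 depletion share the WT library. Libraries simulated as unchanged, with the spread of the shRNA control libraries, shared 52.8 upregulated genes at OHT 3D on average, against 364 in the data, of which 171 are above independence. The simulated covariance was also lower, at 0.0367 against 0.0967. The ratio to independence and the correlation were higher in the simulation, at 13.1 against 1.88 and 0.512 against 0.224. Neither can be compared with the data. The simulation had 217 genes upregulated at Tc 2D, against 3218, and noise against a shared library sets its correlation. By the number of genes and the covariance, a shared WT library with the spread of the shRNA controls would give less than the data. A WT library that strayed further than these controls was not simulated, so that its part stays open. With the ZHBTc4 control no library is shared, and the ratio for upregulated genes was 1.49 at OHT 3D and 1.55 at OHT 4D, which argues against the shared library and against the cell line as the whole source of that overlap. Genes downregulated by Pontin depletion and upregulated at Tc 2D stood at 1.25 and 1.17 with this control, and the reverse at 0.911 and 0.861. Genes upregulated at Tc 2D were thus called more often in either direction, and part of 1.49 and 1.55 may not be specific to direction. The ratio for downregulated genes at OHT 3D was 1.10, which is in line with the cell line as a source of that part, and the shared library may act there too, since this control replaces both at once. At OHT 4D the simulated libraries shared 38.5 downregulated genes, and the data shared 39.3 more than independence gives, so that the shared WT library may account for that excess. The ZHBTc4 control libraries also differ in infection, sequencer and normalization from the others.

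A p53 response to Cre activated by OHT may raise genes. The p53 list had a median of 0.37 at OHT 3D, with 4 of 19 genes above 0.58, and 0.20 at OHT 4D. The list also differed between the shRNA controls, by 0.32, and between the knockdown libraries, by 0.53. No library has OHT without loss of Pontin, so that a p53 response and loss of Pontin cannot be told apart.

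Pontin mRNA (Ruvbl1) was at 85.0 CPM at Tc 2D, with a log2-fold-change of -1.21 against WT and -1.04 against the ZHBTc4 control, in 1 library. The paper reports no difference of Pontin by Oct4 depletion from other measurements.

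The spread of the Pontin ChIP-seq ratio over promoters had an SD of 0.711. Counting noise with mates taken as 1 read gave 0.533, and within bins of GC content the SD was 0.689, so that neither counting noise nor GC content accounts for it as a whole. The medians for genes upregulated and downregulated by Pontin depletion were 0.40 and 0.43, at percentiles 69.8 and 11.0 of random lists matched on expression, against 0.46 for unchanged genes. In windows of 1000 b at the amplicons of the paper's ChIP-qPCR, the log2 ratio was -0.43 (95% counting interval -1.33 to 0.53) at Lefty1, 2.66 (0.68 to 5.77) at Otx2, 0.70 (-0.53 to 2.15) at Rif1 and 2.04 (0.57 to 3.99) at Mycn, where the paper reports no recruitment. It was 1.63 (0.39 to 3.15) at linc1253, 2.66 (-0.04 to 8.06) at linc1356 and -0.13 (-1.63 to 1.55) at linc1562. GFP reads numbered 17 at Lefty1, 2 at Otx2, 7 at Rif1, 4 at Mycn, 6 at linc1253, 1 at linc1356 and 6 at linc1562. The intervals count mates and duplicates as separate reads and are thus too narrow. The median over all promoters was 0.34 rather than 0. With so few reads, these values do not decide on recruitment at any of these loci, Mycn included.

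Over 4 Y-linked genes, the ChIP-seq libraries had 0 reads for GFP and 1 for Pontin, where a single Y chromosome would give 632 and 1500. Of 32-base sequences in these genes, 79.3% occur once in the genome, which argues against reads lost to mapping. The number is in line with a line other than ZHBTc4 in these libraries, as Uty, Ddx3y and Eif2s3y were expressed in each of the 5 mRNA libraries of ZHBTc4 cells. Kdm5d had 3 reads at Tc 2D and 56 to 122 in the shRNA libraries. Loss of the Y chromosome in the ZHBTc4 cells used may give the same and was not tested. On the X chromosome, the read density was 64.3% of that of the autosomes for GFP and 61.0% for Pontin. Cells with as many X chromosomes as copies of each autosome would give equal densities. Mapping on the X chromosome was not checked, so that these values do not separate another line from loss of the Y chromosome.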
